# Common and specific downstream signaling targets controlled by Tlr2 and Tlr5 innate immune signaling in zebrafish

**DOI:** 10.1186/s12864-015-1740-9

**Published:** 2015-07-25

**Authors:** Shuxin Yang, Rubén Marín-Juez, Annemarie H. Meijer, Herman P. Spaink

**Keywords:** TLR signaling, Zebrafish, TLR2, TLR5, Flagellin, Pam3CSK4, Innate immunity

## Abstract

**Background:**

Although the responses to many pathogen associated molecular patterns (PAMPs) in cell cultures and extracted organs are well characterized, there is little known of transcriptome responses to PAMPs in whole organisms. To characterize this in detail, we have performed RNAseq analysis of responses of zebrafish embryos to injection of PAMPs in the caudal vein at one hour after exposure. We have compared two ligands that in mammals have been shown to specifically activate the TLR2 and TLR5 receptors: Pam3CSK4 and flagellin, respectively.

**Results:**

We identified a group of 80 common genes that respond with high stringency selection to stimulations with both PAMPs, which included several well-known immune marker genes such as *il1b* and *tnfa*. Surprisingly, we also identified sets of 48 and 42 genes that specifically respond to either Pam3CSK4 or flagellin, respectively, after a comparative filtering approach. Remarkably, in the Pam3CSK4 specific set, there was a set of transcription factors with more than 2 fold-change, as confirmed by qPCR analyses, including *cebpb*, *fosb*, *nr4a1* and *egr3*. We also showed that the regulation of the Pam3CSK4 and flagellin specifically responding sets is inhibited by knockdown of *tlr2* or *tlr5*, respectively.

**Conclusions:**

Our studies show that Pam3CSK4 and flagellin can stimulate the Tlr2 and Tlr5 signaling pathways leading to common and specific responses in the zebrafish embryo system.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1740-9) contains supplementary material, which is available to authorized users.

## Background

The innate immune system is referred to as the first line in host defense against invading pathogens [1, 2]. Its highly developed ability to recognize microbial patterns and host-derived danger signals relies on so-called pattern recognition receptors (PRRs), especially on the Toll-like receptors (TLRs) [3–5]. In humans, the TLR family is composed of 10 members, which are located at the cell surface with the exception of TLR3, 7, 8 and 9, which are localized on intracellular endosomal membranes [6–8]. The TLRs are involved in the recognition of a wide variety of ligands, including pathogen associated molecular patterns (PAMPs), such as bacterial cell wall components and viral RNA, as well as damage associated molecular patterns (DAMPs) [9, 10]. This leads to subsequent intracellular signal transduction, triggering the production of inflammatory cytokines and chemokines, but it can also lead to anti-inflammatory responses as has been recently shown for TLR10 acting as a heterodimer with TLR2 [11, 12].

The recognition of PAMPs and DAMPs by different TLRs is directed by structurally conserved leucine-rich repeats (LRR) motifs of the TLRs ectodomains (ECDs) [13, 14]. Cell-surface TLRs can mediate binding to PAMPs by homodimerizing, like TLR4 and TLR5 that recognize lipopolysaccharide (LPS) [15] and flagellin [16], respectively. In contrast, other TLRs form heterodimers like TLR2 that associates with TLR1, TLR6 or TLR10, in conjunction recognizing lipopeptides and lipoproteins [12, 17, 18]. The diversity of TLR2 dimer combinations is thought to be responsible for its extensive recognition ability, ranging from the diverse components of various pathogens to the host heat-shock protein 70 [10]. TLR2 plays an important role in resistance to the infection induced by *Mycobacterium tuberculosis* (*Mtb*) [19, 20]. For example, McBride et al. demonstrated that TLR2 knockout mice show enhanced cell infiltration and inflammation in lungs upon low dose chronic infection with *Mtb*, and fail to stably control the bacterial burden [21]. A series of components of *Mtb* can trigger the TLR2 signaling pathway upon infection, such as triacylated lipoprotein LprG, LpqH and PhoS1 [22, 23], and glycolipid lipoarabinomannan [24]. Pam3CysSerLys4 (Pam3CSK4) is a synthetic triacylated lipopeptide that mimics the triacylated lipoprotein of mycobacteria and classical gram-positive bacteria, which can be recognized by TLR2/TLR1 heterodimers and induce the production and release of pro- and anti-inflammatory cytokines (IL-6, IL-12, TNF-α and IL-10), chemokines (IL-8) and interferon (IFN-γ) [25–28]. Most of these studies on the responses of the TLR2 signaling pathway have been performed in cell culture systems. A notable exception is the reported transcriptome response of mouse mononuclear phagocytes recruited to lungs challenged with Pam3CSK4 as measured by micro-arrays [29]. As another example 8 day old mice were treated with Pam3CSK4 and analyzed for the expression of several inflammatory genes using qPCR [30].

The zebrafish embryonic model has much potential to study the ligand specificity of TLRs at the organism level [29]. Importantly, zebrafish offers the possibility to study the innate immune system separated from the adaptive immune system in their embryonic and larval stages (up to 3-4 weeks post fertilization) [31–33]. To date, a number of TLR signaling pathway mediators have been identified and studied in zebrafish such as the adaptor proteins Myd88, Tirap (Mal), Trif and Sarm1 [34–38], and the downstream signaling intermediates Irak and Traf6 [39, 40].

In work previously published by our group, we demonstrated that the function and regulation of the zebrafish homologs of human TLR5, *tlr5a* and *tlr5b*, are conserved with their mammalian counterparts. Both *tlr5a* and *tlr5b* are strongly up-regulated in response to *Salmonella typhimurium* infection [41]. Furthermore, in the same study it was shown that knockdown of these two genes prevented or weakened the activation of genes for several inflammatory mediators like *mmp9*, *cxcl-C1c*, *il1b* and *il8* upon flagellin stimulation [41].

In this study, we aimed to study TLR2 function, in comparison with TLR5, in zebrafish using transcriptome analysis. Injection into the blood stream of the *tlr2/tlr1* ligand Pam3CSK4, was followed by transcriptome profiling to characterize key genes involved in the early response to this PAMPs. In addition, by comparing the transcriptome response towards treatment with flagellin, we were able to discriminate non-specific immune responsive genes from a set of genes which are regulated by *tlr2* but not by *tlr5*.

## Methods

### Zebrafish husbandry

Wild-type zebrafish of the AB/TL strain were handled in compliance with the local animal welfare regulations and maintained according to standard protocols (zfin. org). Embryos were raised in egg water (60 g/ml Instant Ocean sea salts) at 28.5 °C. For the duration of bacterial injections, embryos were kept under anesthesia in egg water containing 0.02 % buffered 3-aminobenzoic acid ethyl ester (Tricaine). The breeding of adult fish was approved by the local animal welfare committee (DEC) of the University of Leiden. All protocols adhered to the international guidelines specified by the EU Animal Protection Directive 2010/63/EU.

### Morpholino injections

Morpholino oligonucleotides (Gene Tools) were diluted to desired concentrations in 1× Danieu’s buffer (58 mM NaCl, 0.7 mM KCl, 0.4 mM MgSO_4_, 0.6 mM Ca (NO_3_)_2_, 5.0 mM HEPES (pH 7.6)) containing 1× phenol red (Sigma-Aldrich). For knockdown experiments, *tlr2* ATG-morpholino (*tlr2* mo, Additional file 1: Table S1) was injected with the optimal concentration at 0.5 mM and 1 nl volume per embryo at 0 ~ 2 cell stage*. tlr5* translation was blocked via injecting 1 nl of the *tlr5a* and *tlr5b* ATG-morpholinos at a dose of 0.1 mM and 0.5 mM at 0 ~ 2 cell stage, as previously published by *Stockhammer* and coworkers [41]. Control embryos were injected with the standard control morpholino (Sc mo, Additional file 1: Table S1).

### Ligands injection

For the ligands injection assay, purified Pam3CSK4 (InvivoGen) and flagellin from *S. typhimurium* (Flagellin FliC VacciGrade™, Invitrogen) were respectively diluted to 1 mg/ml and 100 μg/ml in sterile water. For their administration, 1 nl of the ligands was injected into the blood stream at 27 hpf, and sterile water was used as control. Injections were perormed using a FemtoJet microinjector (Eppendorf) and a micromanipulator with pulled microcapillary pipettes.

### RNA isolation, cDNA synthesis and qPCR

RNA was extracted using TRIzol Reagent (Life Technologies) and purified by column according to the manufacturer’s instructions of RNeasy MinElute Cleanup Kit (Qiagen). The concentration and quality of RNA were detected by NANODROP 2000/2000c (Thermo Scientific). 1 μg cDNA synthesis reactions and qPCR were performed as described in the manufacturer’s instructions (iScript™ cDNA Synthesis Kit and iQ™ SYBR® Green Supermix, BioRad) and normalized against the expression of *ppial* as a housekeeping gene [42]. PCR analysis was performed using the following protocol: 95 °C 3 min, 40 cycles real time of 95 °C 15 s and 60 °C 45 s, and final melting curve of 81 cycles from 95 °C 1 min to 55 °C 10 s. Results were analyzed using the ΔΔCt method. Primer sequences used can be found in Additional file 1: Table S1.

### Deep sequencing and data analyzing

Triplicates of 10 ~ 20 embryos of AB/TL or *tlr* morphants from three injection conditions, Pam3CSK4, flagellin or water injection, were homogenized in 500 μl of Trizol reagent (Qiagen). Total RNA was extracted and column-purified according to the manufacturer’s instructions of the RNeasy MinElute Cleanup Kit (Qiagen). The subsequent sample preparation and Illumina RNA sequencing were as previously described [43]. RNA samples were treated with DNaseI (Life Technologies) to remove residual genomic DNA. RNA integrity was analyzed by Lab-on-a-chip analysis (Agilent, Amstelveen, The Netherlands). A total of 2 μg of RNA was used to make RNAseq libraries using the Illumina TruSeq RNA Sample Preparation Kit v2 (Illumina, Inc., San Diego, CA, USA). The manufacturer’s instructions were followed with the exception of two modifications. In the adapter ligation step, 1 μl, instead of 2.5 μl, adaptor was used. In the library size-selection step, the library fragments were isolated with a double Ampure XP purification with a 0.7× beads to library ratio (Beckman Coulter, Woerden, The Netherlands). The resulting mRNAseq library was sequenced using an Illumina HiSeq2500 Instrument (Illumina, Inc.) according to the manufacturer’s instructions with a read length of 2 × 50 nucleotides. Image analysis and base-calling were done using the Illumina HCS version 2.0.12. The raw data has been submitted to the GEO database (accession number GSE64570). The total number of reads for each sample is summarized in Additional file 2: Table S4 and quality control was according to the sequencing company guidelines (ZF-sceens.com). The data was analyzed using the GeneTiles software (http://www.genetiles.com) [44] using a cut-off setting of 2 fold-change and a *p*-value <0.01. In brief, Genetiles used fastq files as input for the program Bowtie2 [44] to align the reads to the zebrafish genome (obtained from Ensembl version Zv9). Subsequently, the programs SAMtools [45], DESeq and DEXSeq [46, 47] are used for data processing. The complete data processing pipeline for Genetiles, including the used parameters, is available for download at www.genetiles.com and can also be found in Veneman et al [44]. Using these settings we have mapped the numbers of reads as shown in Additional file 2: Table S4. The triplicate data sets of Pam3CSK4, flagellin and control treatments were mapped to 27104, 26583, and 26409 ENSEMBL genes, respectively. 

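The deposited table of each library lists the same Ensembl genes of the Zv9 genome with the number of reads counted on each. A gene was taken as detected in a group when at least 1 of its 3 libraries had a read on it. This gave 27104 genes after Pam3CSK4, 26583 after flagellin and 26409 after water in wild-type embryos. In the morphants, embryos injected with a morpholino that blocks translation of the targeted messenger RNA, 26861 genes were detected in tlr2 morphants after water and 26010 after Pam3CSK4. In tlr5a morphants, 26777 genes were detected after water and 26955 after flagellin.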

The difference between the mapped reads of the individual samples compared with the mapped reads of triplicate samples was always lower than 12 % (Additional file 2: Table S4). 

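Single libraries were compared with the triplicate they belong to by the number of genes with at least 1 read. Among the wild-type libraries, the first water library had reads on 22829 genes, 13.6% fewer than the 3 water libraries together. The other wild-type libraries lay between 1.8% and 8.6% below the number of genes of their own triplicate. When the expected number of genes was computed at the depth of the smallest library, 3647501 reads, the first water library still held 21464 genes, against 23724 and 23721 in water replicates 2 and 3. The pooled total of a triplicate was not used for this comparison, because a total of reads depends on depth alone.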

GO analysis was performed using the software package DAVID available at http://david.abcc.ncifcrf.gov/home.jsp [48].

## Results

### The immune response of zebrafish embryos to injection of PAMPs in the caudal vein

In a recent study by Stockhammer et al, it was shown that flagellin injected into the caudal vein at 27 h post fertilization (hpf) induced several immune response marker genes as measured by qPCR [41]. To further characterize the response to another well characterized PAMP, we injected Pam3CSK4 using the same method. The expression levels of cytokine genes *il1b*, *tnfa* and *il6*, the chemokine gene *il8,* and anti-inflammatory gene *il10,* were measured by qPCR at 1, 3 and 6 h post injection (hpi) respectively (Fig. 1). The results show that there was a significant up-regulation of these genes upon Pam3CSK4 stimulation. For all these marker genes the induction was transient and followed by a gradual decrease over time. The *il1b* gene was the only marker of which up-regulation was observed at 1 and 3 hpi, with a significantly higher expression than the control group (Fig. 1a). For the *tnfa*, *il6, il8* and *il10 genes* there was a more obvious decrease of induction over time (Fig. 1b–e). These results show that Pam3CSK4 induces similar responses in zebrafish as in mammalian cells [25–28] suggesting that this response is also mediated via the *tlr2* signaling pathway.

**Fig. 1:**
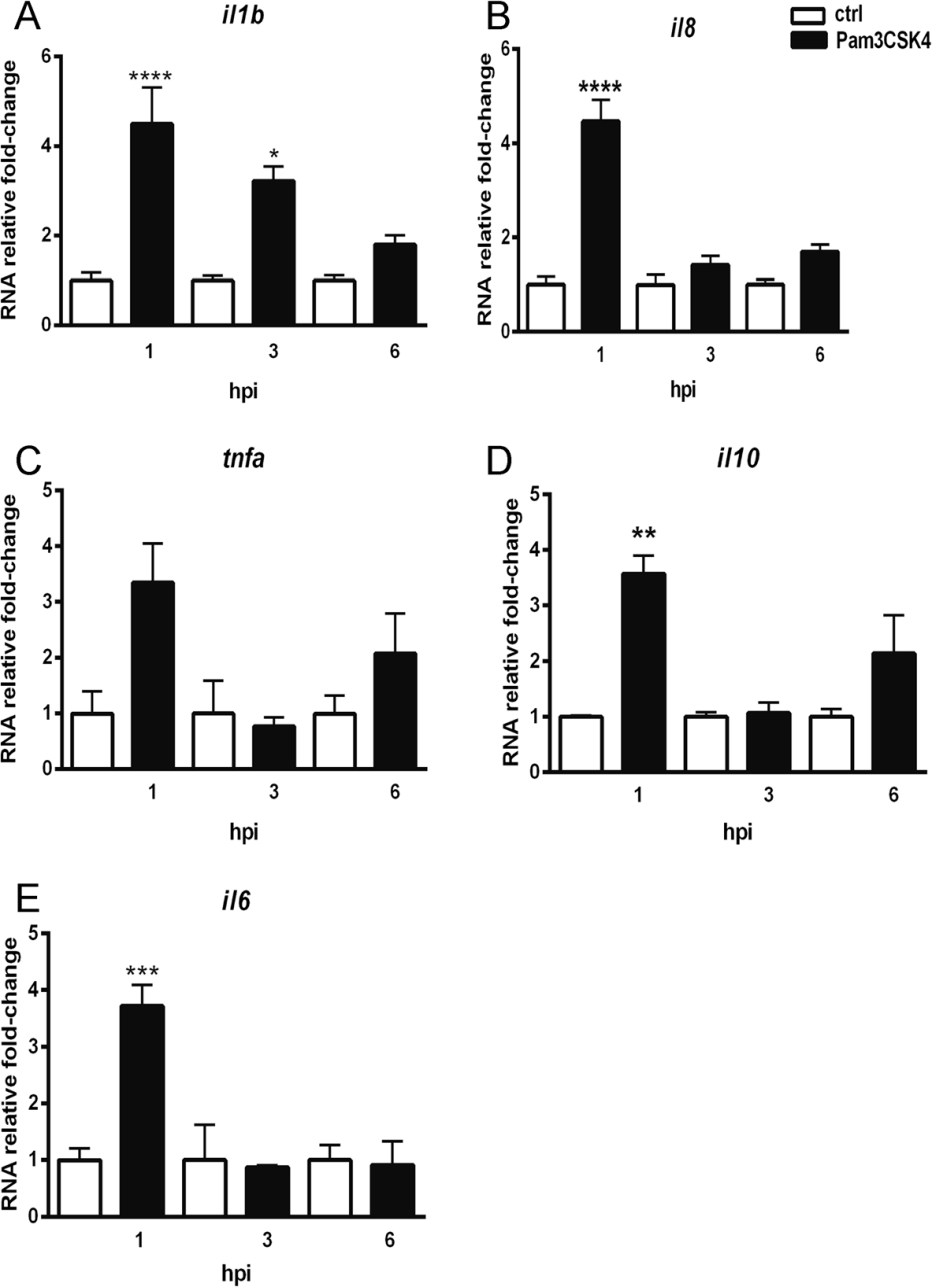
Immune genes expression at different time points upon Pam3CSK4 stimulation. Embryos were injected at 27 hpf with 1 ng Pam3CSK4 and expression levels of *il1b* (**a**), *il8* (**b**), *tnfa* (**c**), *il10* (**d**) and *il6* (**e**) were determined at 1, 3 and 6 hpi by qPCR. Data (mean ± SEM) are combined from at least three biological replicates (*n* = 15 embryos per group) and expressed relative to their corresponding mock injection (water) control, which is set at 1. Statistical significance of differences between mock and Pam3CSK4 groups was determined by ANOVA analysis and Tukey’s multiple comparisons test, *p < 0.05, **p < 0.01, ***p < 0.001

### The function of Tlr5 and Tlr2 in the immune response towards flagellin and Pam3CSK4

In order to study the function of *tlr2* and *tlr5* in the above described responses to Pam3CSK4 and flagellin we used morpholinos to knockdown these genes. There are two orthologous genes of human *tlr5* in zebrafish, *tlr5a* and *tlr5b* and previous studies in our group showed that they are required for activation of host defense genes upon flagellin stimulation. This was shown by simultaneous co-knockdown of *tlr5a and tlr5b* by morpholinos [41]. In this study, *tlr5a* and *tlr5b* morpholinos were injected separately and, subsequently the morphants were stimulated with flagellin at 27 hpf. Embryos treated with standard control morpholino were used as a control [41]. The expression of *il1b* was measured at 1hpi by qPCR. Our results revealed that abrogation of both *tlr5a* and *tlr5b* effectively prevented the *il1b* up-regulation observed in control embryos upon flagellin stimulation (Fig. 2a).

**Fig. 2:**
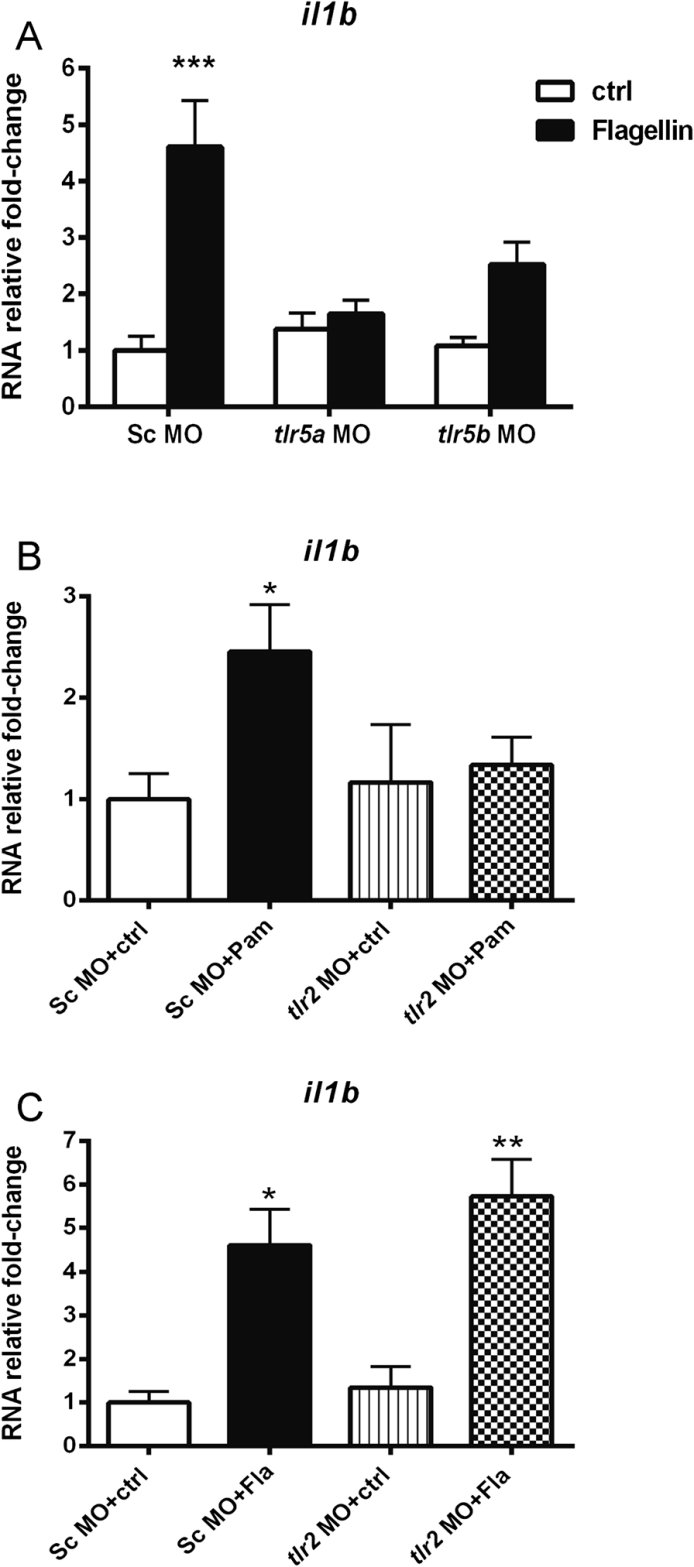
*il1b* expression in *tlr2* and *tlr5* morphants following PAMPs stimulation. Embryos were injected at the 1-2 cells stage with standard control (Sc), *tlr2, tlr5a or tlr5b* morpholino (MO) and subsequently injected with Pam3CSK4 at 27 hpf, flagellin or water as a mock control. Expression of *il1b* was determined by qPCR at 1 hpi. **a** *tlr5a* and *tlr5b* knockdown effect on *il1b* RNA expression in response to flagellin. **b** C *tlr2* knockdown effect on *il1b* RNA expression in response to Pam3CSK4 (**b**) or flagellin (**c**). Data (mean ± SEM) are combined from at least three biological replicates (*n* = 10 embryos per group) and expressed relative to their corresponding water control, which is set at 1. Statistical significance was determined by ANOVA analysis and Tukey’s multiple comparisons test, *p < 0.05, **p < 0.01, ***p < 0.001; Pam, Pam3CSK4 injecton; Fla, flagellin injection

The function of *tlr2* in recognition of Pam3CSK4 was tested in the same manner. Our results showed that *tlr2* morphants did not exhibit up-regulation of *il1b* expression upon Pam3CSK4 stimulation, while the control morphants did (Fig. 2b). In contrast, *tlr2* morphants stimulated with flagellin, still showed a significant induction of *il1b* expression (Fig. 2c).

### Identification of a common response gene set for Pam3CSK4 and flagellin stimulation

Since comparisons of the transcriptome response to PAMPs that activate different TLRs has not been described before in a whole organism we decided to perform RNA deep sequencing (RNAseq) of embryos treated with flagellin and Pam3CSK4 at 1 hpi.

Embryos injected with sterile water were used as control and RNA was isolated from a pool of at least fifteen embryos per condition. 

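The wild-type part of the experiment consisted of 3 groups of 3 libraries each. Embryos received 1 nl of water, of Pam3CSK4 at 1000 µg/ml or of flagellin at 100 µg/ml into the caudal vein at 27 hpf, and RNA was taken at 1 hpi. The sample labels give the amounts as 1 ng of Pam3CSK4 and 0.1 ng of flagellin. The labels describe pools of 10 to 15 embryos, whereas the methods give 10 to 20. Pam3CSK4 is a synthetic triacylated lipopeptide recognised by Tlr2, and flagellin is the bacterial flagellar protein recognised by Tlr5. The authors aligned the reads of 50 nucleotides to the genome and deposited the number of reads on each gene without normalization, each file closing with a scale factor that was left out here. Counts were normalized by edgeR's TMM method, and each ligand was compared with water by edgeR's quasi-likelihood test over genes with at least 10 counts in total in the 6 libraries compared. Adjusted p-values are those of Benjamini and Hochberg, and CPM are counts scaled to the TMM-normalized library size. With 3 libraries against 3, an exact two-sided permutation test of a single gene cannot give a p below 0.1, so the tests rest on the variance shared across genes by the model.

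The prefix of the library names, which was read as a library batch, was not balanced over the groups. The first water library and the first and second Pam3CSK4 libraries shared prefix B, water replicates 2 and 3 and the first and second flagellin libraries shared prefix C, and replicate 3 of Pam3CSK4 and of flagellin had prefixes A and D of their own. Within prefix B a comparison of Pam3CSK4 with water rests on a single water library, and no prefix held both Pam3CSK4 and flagellin.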

Triplicates of biological samples were analyzed with Illumina RNAseq and at least 7.2 million mapped reads were obtained for each library (Fig. 3a, Additional file 2: Table S4). 

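Total counts on genes were 12739496, 7240312 and 11715180 in the 3 water libraries. The Pam3CSK4 libraries held 7991601, 7167382 and 28575686 counts, and the flagellin libraries 9718846, 7456109 and 7448933. The median per group was 11715180 after water, 7991601 after Pam3CSK4 and 7456109 after flagellin. The gene with the most reads took between 1.21% and 1.64% of the counts of a wild-type library, so no single gene dominated a total. The smallest amount that could be counted with any certainty was taken as 3 reads, and since reads copied by PCR are not independent molecules, any error derived from counts covers counting error only.

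**Figure D1:**
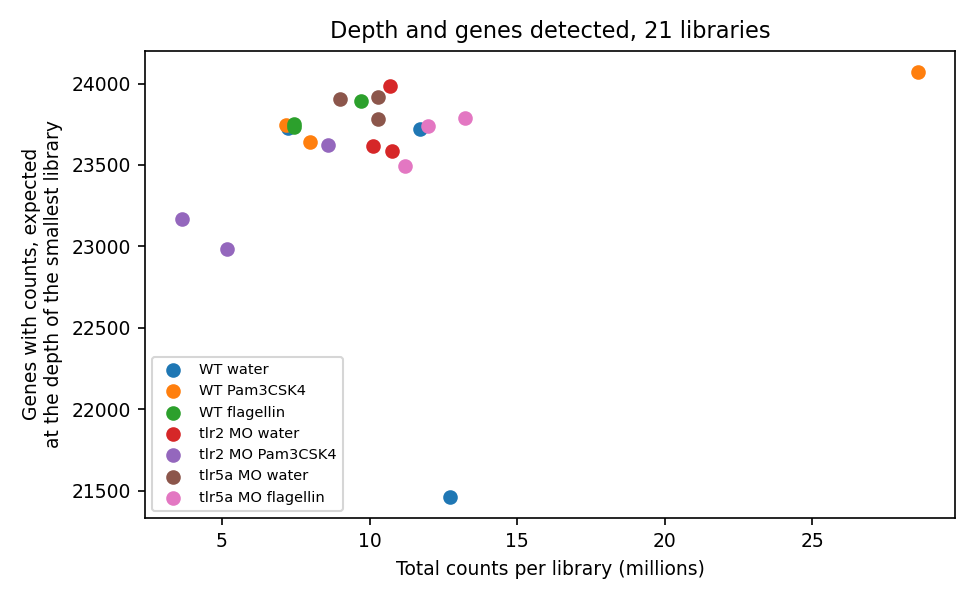
Total counts per library (horizontal axis) and the number of genes with counts expected at the depth of the smallest library (vertical axis) for the 21 libraries of the 7 groups, with 1 point per library. The first water library of wild-type embryos lies lowest with 21464 genes at 12739496 counts, and the third Pam3CSK4 library of wild-type embryos lies farthest right with 28575686 counts.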

Although such reads numbers are insufficient to detect changes in very lowly expressed genes (see Veneman et al, 2014 [49]) approximately 10 million total reads is currently a good cost efficient number that matches the sensitivity of microarrays [50]. The results of the transcriptional responses are summarized in Fig. 3a and Additional file 3: Figure S1. The results show that at any given *p*-value (or false discovery rate-adjusted *p*-value), flagellin leads to a higher number of differentially expressed genes (DEGs) than Pam3CSK4. 

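The number of genes past a threshold was counted for each ligand among the 24688 genes tested for Pam3CSK4 and the 23928 tested for flagellin. Unadjusted p-values under 0.05 were found for 3117 genes with Pam3CSK4 and 3559 with flagellin, and p-values under 0.01 for 1093 and 1401 genes, respectively. Adjusted p-values of edgeR under 0.05 were found for 202 genes with Pam3CSK4 and 481 with flagellin, and adjusted p-values under 0.01 for 65 (34 up, 31 down) and 157 genes (75 up, 82 down). The count at an adjusted p-value under 0.01 moved most with the library batch as a covariate, to 1663 and 1416 genes. In that fit the effect of Pam3CSK4 rests on 2 Pam3CSK4 libraries and the first water library alone, and that of flagellin on 2 libraries against 2 of prefix C. Across the 6 fits that each left out 1 library the count lay between 5 and 140 genes for Pam3CSK4 and between 48 and 1221 for flagellin. With the same water library left out for both ligands, the counts for Pam3CSK4 and flagellin were 140 and 1221 without the first water library, 29 and 96 without the second, and 23 and 90 without the last. The difference between the numbers of genes of both ligands has no test of its own.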

To further analyze the data, we arbitrarily used a threshold of 2-fold change and *p-*value <0.01. This p-value corresponds to FDR adjusted p-values ranging from 0.23 to 0.35 in the different experiments. These selection criteria are not very stringent so as to prevent loosing genes that are very lowly expressed and therefore with the used sequencing depth will have obtained only low numbers of reads. 

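Among genes with an unadjusted p-value under 0.01, the largest Benjamini-Hochberg adjusted p-value of edgeR was 0.225 for Pam3CSK4 and 0.171 for flagellin in wild-type embryos. In the comparisons of the ligands with water in morphants it was 0.288 for Pam3CSK4 with tlr2 knockdown and 0.568 for flagellin with tlr5a knockdown.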

The entire list of responses without any selection criteria is given in Additional file 4: Table S5 and Additional file 5: Table S6. 

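With a p-value under 0.01 and a change of at least 2-fold, 351 genes responded to Pam3CSK4, of which 192 were up-regulated and 159 down-regulated. Flagellin changed 296 genes, of which 135 were up-regulated and 161 down-regulated. The replicate number as a block, which treats same-numbered libraries as paired, gave 304 and 265 genes. Same-numbered libraries were no more alike than others, since the mean correlation of their deviations from the group means was 0.02 for Pam3CSK4 and -0.01 for flagellin, against -0.01 and 0 for libraries with different numbers. The library batch as a covariate gave 3231 genes for Pam3CSK4 and 467 for flagellin. DESeq2 in place of edgeR gave 388 and 294 genes.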

Applying these settings we obtained 264 DEGs from the Pam3CSK4 stimulated group, composed of 169 up- and 95 down-regulated genes, and 306 DEGs from the flagellin injected group, composed of 180 up- and 126 down-regulated genes (Fig. 3a). Therefore, with both treatments there are more genes up-regulated than down-regulated. 

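For Pam3CSK4, up-regulated genes outnumbered down-regulated genes in the comparison of all 6 libraries and under every alternative except leaving out the second water library (182 up, 206 down) or the third (219 up, 224 down). For flagellin, down-regulated genes were in the majority except with the library batch as a covariate (239 up, 228 down) and without the first water library (246 up, 210 down). The order of both directions with flagellin therefore changed with the water library that was left out.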

In the list of top induced and repressed genes there is a lack of any annotation in the data bases (Additional file 4: Table S5 and Additional file 5: Table S6). 

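The genes named here are the 3 with the largest change in each direction among those with an adjusted p-value under 0.05, a mean of at least 10 counts per library and every treated library beyond every water library (n = 3 per group). After Pam3CSK4, fabp7b (ENSDARG00000034650, chromosome 20) rose by 7.56 on the log2 scale (standard error 1.35, edgeR adjusted p = 0.042), from 0 counts in each water library to 26, 9 and 34. The change of si:dkey-287i17.3 (ENSDARG00000093647, chromosome 9) was 5.19 (standard error 0.97, edgeR adjusted p = 0.035). It was followed by tnfb. The most down-regulated genes were CT956064.2 (ENSDARG00000087315, chromosome 20) with -3.40, sb:cb846 (ENSDARG00000088485, chromosome 5) with -2.65 and BX537263.12 (ENSDARG00000090733, chromosome 5) with -2.52, with edgeR adjusted p of 0.015, 0.021 and 0.013. CT956064.2 and BX537263.12 are named after sequenced clones and belong to 13 such genes in Table S3 whose levels varied together between the replicates of a group.

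After flagellin, the most up-regulated genes were si:dkeyp-87e3.1 (ENSDARG00000093888, chromosome 8), with a log2 fold-change of 3.32 to 3.85 over the fits that left out 1 library (standard error with all libraries 0.25, edgeR adjusted p = 9.3e-05), and ENSDARG00000060346 (chromosome 7), with 3.09 to 3.91 (standard error with all libraries 0.48, edgeR adjusted p = 0.0056). For si:dkey-162h11.3 (ENSDARG00000088432, chromosome 7) the log2 fold-change was 3.35 (standard error 0.57, edgeR adjusted p = 0.016). The most down-regulated genes were avpr2l (ENSDARG00000076690, chromosome 4) with -4.74, MPZL2 (2 of 2) (ENSDARG00000088742, chromosome 15) with -4.39 and ENSDARG00000058462 (chromosome 6) with -3.74, with edgeR adjusted p of 0.021, 0.021 and 3.1e-05. In avpr2l the counts were 43, 12 and 24 after water and 2, 0 and 0 after flagellin.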

We compared these two groups of genes and found an overlap set of only 80 genes that include many immune marker genes, such as *il1b*, *tnfb*, *irak3* and *irg1l*, and transcription factors, like *fos*, *fosl2* and *junba*, as shown by the gene ontology terms (GO terms) annotation in Fig. 3b and Additional file 6: Table S3 .

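Of the 540 genes past the threshold for either ligand, 106 passed for both in the same direction, 55 of them up and 51 down. In 1 further gene the ligands acted in opposite directions. Of the 80 genes listed in Table S3, 63 were among the 106. The replicate number as a block (paired libraries) gave 101 common genes, and same-numbered libraries of Pam3CSK4 and flagellin correlated with a mean of 0.01 against 0 for libraries with different numbers. The fit of all 21 libraries together moved the overlap most, to 255 genes.

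The interleukin gene il1b (ENSDARG00000005419, chromosome 10) had 2.05 ± 0.255 CPM after water (SD, n = 3), 7.91 ± 1.61 after Pam3CSK4 and 6.61 ± 0.63 after flagellin. Its log2 fold-change was 1.95 with Pam3CSK4 (standard error 0.30, edgeR adjusted p = 0.013) and 1.69 with flagellin (standard error 0.27, edgeR adjusted p = 0.012). For tnfb (ENSDARG00000013598, chromosome 15) it was 3.79 (standard error 0.73, edgeR adjusted p = 0.04) and 2.97 (standard error 0.80, edgeR adjusted p = 0.11), from 0, 2 and 5 counts after water. For irak3 (ENSDARG00000053131, chromosome 4), with 1, 6 and 8 counts after water, the values were 2.37 (edgeR adjusted p = 0.17) and 2.86 (edgeR adjusted p = 0.058). The gene irg1l (ENSDARG00000062788, chromosome 14) rose by 1.17 with Pam3CSK4 and by 1.79 with flagellin on the log2 scale (edgeR adjusted p = 0.017 and 0.00011).

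Among the transcription factors, fos (ENSDARG00000031683, chromosome 20) rose from 3.82 ± 0.893 CPM after water (SD, n = 3) to 28.6 ± 12.3 after Pam3CSK4 and 8.75 ± 0.393 after flagellin. The log2 fold-change was 2.89 (standard error 0.31, edgeR adjusted p = 0.0021) and 1.19 (standard error 0.24, edgeR adjusted p = 0.034). The corresponding values were 1.54 and 1.15 for fosl2 (ENSDARG00000040623, chromosome 17; edgeR adjusted p = 0.013 and 0.024) and 2.31 and 1.21 for junba (ENSDARG00000074378, chromosome 1; edgeR adjusted p = 0.0013 and 0.033). Compared directly, Pam3CSK4 raised fos 1.69 (edgeR adjusted p = 0.00038) and junba 1.10 (edgeR adjusted p = 0.00054) further than flagellin on the log2 scale. The ligands differed by -0.63 in irg1l (edgeR adjusted p = 0.024), which flagellin raised further, and by 0.27 in il1b (edgeR adjusted p = 0.59).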

**Fig. 3:**
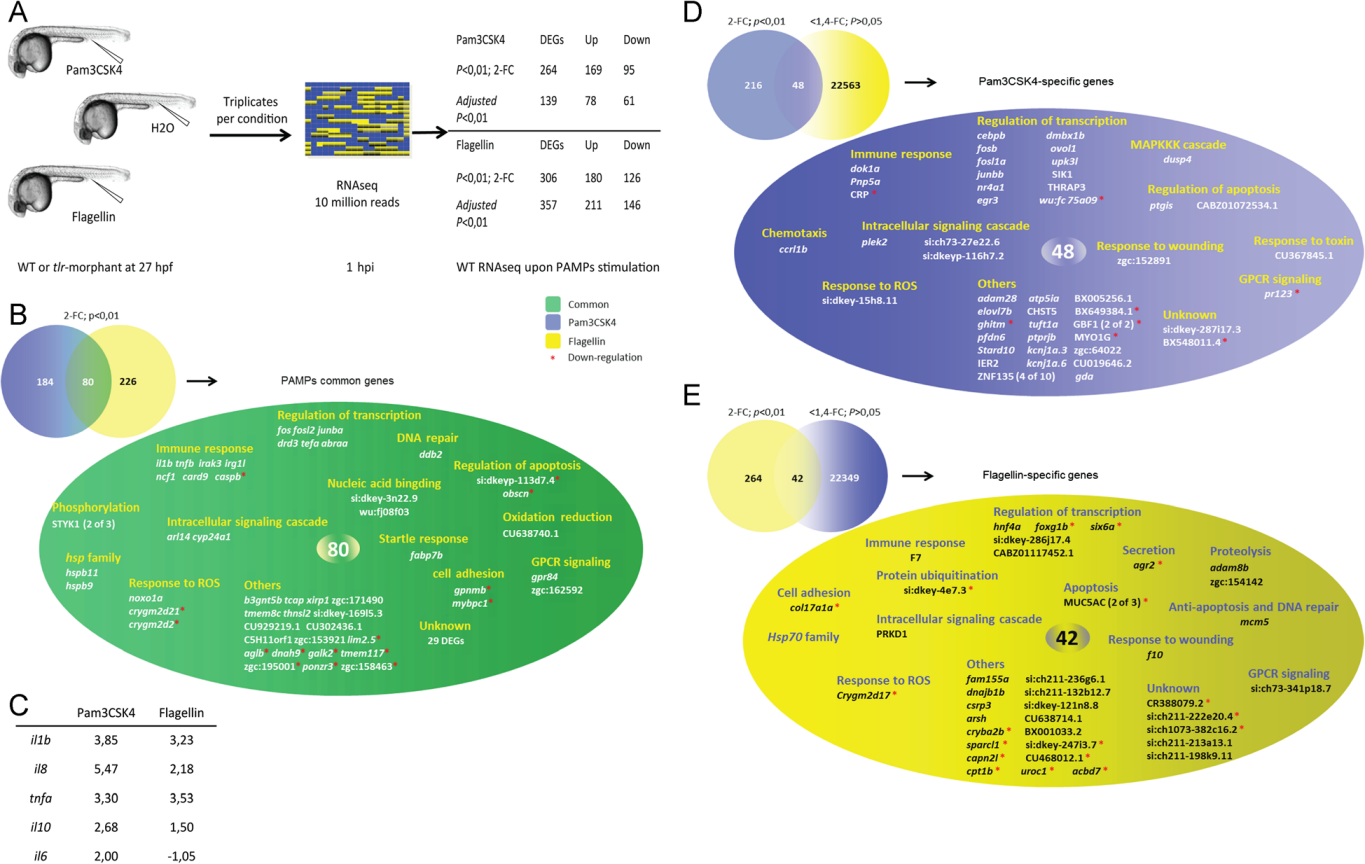
RNAseq experimental setup and comparison of gene sets responsive to Pam3CSK4 or flagellin stimulation. **a**, setup of the RNAseq experiment. Zebrafish embryos received a 1 nl injection of 1 mg/ml Pam3CSK4 and 100 μg/ml flagellin respectively into the caudal vein at 27hpf. Control embryos were injected with water. Samples for RNAseq were taken at 1hpi. The numbers of differentially expressed genes were assessed by two criteria: 1) *p* < 0.01, 2 fold-change or 2) adjusted *p*-value <0.01, without FC cut-off. **b** Venn diagram showing the overlap between DEGs from Pam3CSK4 and flagellin stimulations and their GO terms annotation. **c** Fold-change values of inflammatory genes in RNAseq. **d** Filtering of 264 DEGs from Pam3CSK4 stimulation (*p* < 0.01, 2 fold-change) by the flagellin non-specific set (22611 genes, *p* > 0.05; <1.4-fold change) results in 48 Pam3CSK4 specific genes, which are grouped according to their GO terms annotation. **e** Filtering of 306 DEGs from flagellin stimulation (*p* < 0.01, 2 fold-change) by the Pam3CSK4 non-specific set (22391 genes, *p* > 0.05; <1.4-fold change), results in 42 flagellin specific genes, which are grouped according to their GO terms annotation. DEGs, differentially expressed genes; FC, fold-change

The induction of *il1b*, *tnfa* and *il8* by Pam3CSK4 shown using qPCR (Fig. 1) was confirmed by the RNAseq data (Fig. 3c), but in the case of *il6* and *il10* there was no induction with flagellin*.*

### Identification of gene sets that are specifically regulated by Pam3CSK4 and flagellin

This study unexpectedly revealed that there is a relatively large group of genes that are only induced or repressed by either Pam3CSK4 or flagellin (Fig. 3b). 

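A total of 244 genes passed the threshold with Pam3CSK4 and not with flagellin, and 189 with flagellin and not with Pam3CSK4. The direct comparison of the ligands (3 libraries against 3, 24619 genes) gave 428 genes with an edgeR adjusted p-value under 0.05, 211 of them higher after Pam3CSK4 and 217 higher after flagellin. Across the 6 fits that each left out 1 library it gave 121 to 638 genes. The replicate block (paired libraries) gave 696 genes, although same-numbered libraries correlated with a mean of 0.01 and others with 0. Of the 244 genes, 68 had an edgeR adjusted p-value under 0.05 between the ligands, and of the 189 genes, 48. With the other ligand, 230 of the 244 genes could be tested, 220 of them moved in the same direction and 111 did so with an unadjusted p-value under 0.05. For the 189 flagellin genes the numbers were 186, 177 and 103. All these comparisons with water used the same 3 water libraries. No library prefix held both ligands, so the ligand and the library batch cannot be told apart in the direct comparison.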

To further test whether this specifically induced group is completely unaffected by the other PAMP treatment we used a rigorous filtering approach as shown in Fig. 3d and e. For this approach, the DEGs from the Pam3CSK4 (264 genes) and flagellin (306 genes) stimulation groups were compared with the group of genes that were not affected by flagellin (22611 genes) and Pam3CSK4 (22391 genes), respectively, with a cut-off setting at <1.4-fold change and *p* > 0.05. 

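A p-value above 0.05 together with a change of less than 1.4-fold was found for 15804 genes with flagellin and for 16278 genes with Pam3CSK4, among the genes with at least 10 counts in the 6 libraries of each comparison. A gene without enough reads was not counted as unaffected.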

By taking the overlap of these sets we thereby exclude genes that were inducible by the other ligand even at very low stringency. This resulted in a set of 48 genes (Fig. 3d) for which the response is specific to Pam3CSK4 and a set of 42 genes (Fig. 3e) for which the response is specific to flagellin. 

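The same filter left 57 genes for Pam3CSK4 (43 up, 14 down) and 36 genes for flagellin (18 up, 18 down). Of the 48 genes of Table S2 for Pam3CSK4, 37 were among the 57, and of the 42 for flagellin, 29 were among the 36. With the replicate number as a block (paired libraries) 56 and 34 genes remained, with the mean correlation of same-numbered libraries at 0.02 for Pam3CSK4 and -0.01 for flagellin. The number of Pam3CSK4-specific genes moved most with the library batch as a covariate, to 2095. For flagellin it ranged from 20 to 97 across the 9 fits that each left out 1 library. In the direct comparison of the ligands, 37 of the paper's 48 genes and 23 of its 42 genes had an edgeR adjusted p-value under 0.05, and all 48 and all 42 differed in the stated direction. The paper had chosen these genes in the same libraries for responding to the given ligand and not to the other. The direction therefore followed from that choice, which also favours small p-values between the ligands. Neither is a separate check of specificity. From the overlap of the gene sets, the paper concludes that the response of these genes is specific to Pam3CSK4 or to flagellin. The paper also followed the sets in morphants and measured transcription factors of the Pam3CSK4-specific set by qPCR with both ligands. In that qPCR fosl1a and junbb rose with flagellin as well, though far less than with Pam3CSK4.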

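GO terms were taken as the deposited tables list them for each gene, and a gene was counted as a transcription gene when a term named regulation of transcription. Terms were given for 37 of the paper's 48 Pam3CSK4-specific genes (77.1%), for 35 of its 42 flagellin-specific genes (83.3%) and for 79.8% of the 23860 genes tested with both ligands. Because the 80% coverage set as a condition was not reached, shares are given without a test of enrichment. Transcription genes made up 21.6% of the annotated Pam3CSK4-specific genes (8 genes), 8.6% of the annotated flagellin-specific genes (3 genes) and 6.2% of the annotated background (1185 genes).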

GO analysis indicated that these two groups contain different categories (Fig. 3d, e). Most notably, genes with high fold-change (>2) from the Pam3CSK4 specific group include many transcription factors involved in the TLR signaling pathway, such as *junbb*, *cebpb*, *fosb*, *fosl1a*, *egr3* and *nr4a1*. 

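All 8 transcription genes of the paper's Pam3CSK4-specific set were up-regulated, namely junbb, cebpb, fosb, fosl1a, egr3, nr4a1, dmbx1b and ovol1. The largest change was that of egr3 (ENSDARG00000089156, chromosome 8), from 0.803 ± 0.385 CPM after water (SD, n = 3) to 6.10 ± 1.51 after Pam3CSK4 and 0.774 ± 0.242 after flagellin. Its log2 fold-change was 2.97 with Pam3CSK4 (standard error 0.43, edgeR adjusted p = 0.0089) and 0.01 with flagellin (standard error 0.57). For fosb (ENSDARG00000055751, chromosome 18) the values were 2.00 (standard error 0.30, edgeR adjusted p = 0.01) and 0.02 (standard error 0.24). For fosl1a (ENSDARG00000015355, chromosome 14) they were 1.99 (standard error 0.26, edgeR adjusted p = 0.0062) and 0.05 (standard error 0.30). The gene cebpb (ENSDARG00000042725, chromosome 8) rose from 37.9 ± 7.49 CPM (SD, n = 3) to 81.9 ± 2.79 with Pam3CSK4, a log2 fold-change of 1.12 (edgeR adjusted p = 0.0054), against 41.2 ± 2.94 CPM with flagellin. The changes with Pam3CSK4 and flagellin were 1.02 and 0.15 for junbb (ENSDARG00000088371, chromosome 3) and 1.26 and -0.37 for nr4a1 (ENSDARG00000000796, chromosome 23). With flagellin nr4a1 had an unadjusted p-value under 0.05 (edgeR adjusted p = 0.31), and nr4a1 and dmbx1b were not among the 57 genes left by the filter here.

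Pam3CSK4 and flagellin were also compared directly for these genes. The paper had chosen them in the same libraries, which favours small p-values here as well. The log2 difference was 2.89 for egr3, 1.98 for fosb and 1.95 for fosl1a, with edgeR adjusted p of 6.6e-05, 0.00017 and 3.2e-07. It was 1.63 for nr4a1, 0.98 for cebpb and 0.86 for junbb, with edgeR adjusted p of 6.6e-05, 2.1e-05 and 0.00092. The changes of egr3, fosb, fosl1a and cebpb with flagellin were smaller than their standard errors and took either sign when libraries were left out.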

In the flagellin specific group of genes this is not the case and an obvious enriched category could not be identified.

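The 3 transcription genes among the paper's 42 flagellin-specific genes were hnf4a, which was up-regulated, and foxg1b and six6a, which were down-regulated. For hnf4a (ENSDARG00000021494, chromosome 23) the values were 8.97 ± 2.59 CPM after water (SD, n = 3), 19.5 ± 2.57 after flagellin and 8.55 ± 1.60 after Pam3CSK4. Its log2 fold-change was 1.14 with flagellin (standard error 0.22, edgeR adjusted p = 0.032) and -0.05 with Pam3CSK4 (standard error 0.27), and the direct difference between Pam3CSK4 and flagellin was -1.17 (edgeR adjusted p = 0.00081). The change with flagellin was -1.41 for foxg1b (ENSDARG00000032705) and -1.38 for six6a (ENSDARG00000025187) on the log2 scale.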

To confirm the result of deep sequencing, qPCR was performed to verify the responses of genes from the Pam3CSK4 specific gene set, namely *junbb, cebpb, fosb, fosl1a, egr3* and *nr4a1* (Fig. 4). As expected, the expression level of all these transcription factors confirmed the deep sequencing result. Moreover, these genes did not exhibit an apparent differential expression in zebrafish upon flagellin stimulation except *fosl1a* and *junbb* (Fig. 4). Even though the expression of these both genes showed significant induction upon flagellin stimulation, the induction level was still far lower than that upon Pam3CSK4 stimulation.

**Fig. 4:**
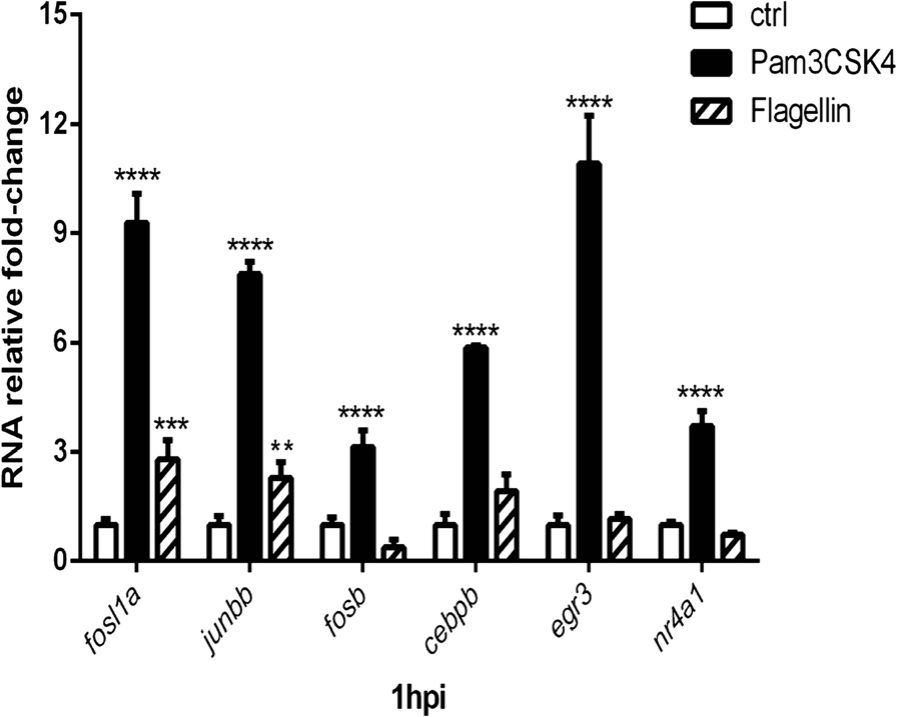
qPCR analysis of transcription factors genes responsive to PAMPs stimulation. Expression levels of *fosl1a, fosb, junbb, cebpeb, egr3* and *nr4a1* following Pam3CSK4 and flagellin stimulation are determined by qPCR. Data (mean ± SD) are combined from at least tree biological replicates (*n* = 15 embryos per group) and expressed relative to their corresponding water control, which is set at 1. Statistical significance was determined by two-way ANOVA analysis and Tukey’s multiple comparisons test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

### Function of the tlr2 and tlr5a genes in the transcriptome responses to Pam3CSK4 and flagellin

To confirm that the transcriptome responses upon PAMPs stimulation described above (Figs. 3b and 4) are *tlr2* or *tlr5* specific, we performed RNAseq analyses of the Pam3CSK4 and flagellin responses under *tlr2* and *tlr5a* knockdown conditions, again using biological triplicates of each group. 

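The morphant part of the experiment consisted of 4 groups of 3 libraries at the same age and time after injection. Embryos had received 1 nl of morpholino at 0.5 mM against tlr2 or at 0.1 mM against tlr5a, followed by water or Pam3CSK4 in tlr2 morphants and by water or flagellin in tlr5a morphants. A control morpholino was not part of these groups, so the water-injected wild-type embryos were the reference for the knockdown itself. Counts were 10750173, 10679083 and 10123456 in tlr2 morphants after water and 5158854, 3647501 and 8590556 after Pam3CSK4. In tlr5a morphants they were 10291586, 10282822 and 8991565 after water and 11992485, 13228007 and 11218474 after flagellin. The library names gave prefix C for every morphant library except the first and second tlr2 morphant libraries after Pam3CSK4, which had prefix B. The interaction of ligand and knockdown was tested with edgeR as the response in wild-type embryos minus the response in morphants.

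The targeted genes were read first. Both morpholinos act on translation, so counts of the messenger RNA do not measure the knockdown. For tlr2 (ENSDARG00000037758) 0 reads were counted in each wild-type water library, 3, 1 and 0 after Pam3CSK4, and 1, 0 and 1 after flagellin. In all 6 libraries of tlr2 morphants the count was 0, in tlr5a morphants it was 0 in each library after water and 0, 1 and 0 after flagellin. A change of tlr2 was therefore not detectable at this depth. For tlr5a (ENSDARG00000044415, chromosome 20) the counts were 37, 14 and 23 in wild-type embryos after water, 26, 28 and 116 after Pam3CSK4, and 32, 15 and 20 after flagellin. They were 26, 25 and 23 in tlr2 morphants after water, 9, 22 and 29 in tlr2 morphants after Pam3CSK4, 8, 14 and 12 in tlr5a morphants after water, and 22, 20 and 16 in tlr5a morphants after flagellin. After water, tlr5a morphants differed from wild-type embryos by -1.01 in tlr5a on the log2 scale (standard error 0.43, edgeR adjusted p = 0.21).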

Setting a threshold of 2 fold-change and *p* < 0,01, we found that the 80 common DEGs responsive to both Pam3CSK4 and flagellin were reduced by *tlr2* and *tlr5a* knockdown (Fig. 5c, d and Additional file 6: Table S3). Furthermore, all the 48 genes (40-up and 8-down-regulated) from the Pam3CSK4 specific group showed no longer a differential expression or an anti-correlated expression after *tlr2* knockdown and, similarly all the 42 genes (24-up and 18-dow-regulated) from the flagellin specific group showed no longer a differential expression or an anti-correlated expression upon *tlr5a* abrogation (Fig. 5a, b and Additional file 7: Table S2). 

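The 80 genes of Table S3 were followed with each gene's change counted as positive in its wild-type direction. With Pam3CSK4 their median log2 fold-change was 1.75 in wild-type embryos and 0.10 in tlr2 morphants. The change was smaller in tlr2 morphants for 79 of the 80 genes and had the opposite sign for 34. The threshold of 2-fold and a p-value under 0.01 was passed by 72 genes in wild-type embryos and by 2 in tlr2 morphants, and 1 gene passed it in the opposite direction. The replicate block (paired libraries) gave 5 genes in place of the 2, with a mean correlation of 0.07 between same-numbered libraries against -0.03 between others. Across the 6 fits that each left out 1 library, 0 to 8 genes passed. With flagellin, 79 of the genes could be tested in tlr5a morphants. Their median log2 fold-change was 1.54 in wild-type embryos and -0.12 in tlr5a morphants, smaller in the morphants for all 79. The threshold was passed by 64 genes in wild-type embryos and by 0 in tlr5a morphants in the same direction. In the opposite direction 10 genes passed it, all of them down-regulated in wild-type embryos. At least BX537263.12 among these belongs to the 13 clone-named genes that varied together, so the 10 need not be separate reversals. In tlr5a morphants the mean log2 CPM of the 13 genes was 3.37 after water and 4.32 after flagellin. The interaction had an edgeR adjusted p-value under 0.05 for 16 of the 80 genes with Pam3CSK4 and tlr2 knockdown, and for 18 with flagellin and tlr5a knockdown. At an unadjusted p-value under 0.05 the response was larger in wild-type embryos for 64 and 63 genes.

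The 80 genes also differed between morphants and wild-type embryos after water alone. In water-injected tlr2 morphants 77 genes were shifted in the direction in which the ligand moved them in wild-type embryos, by a median of 1.13 on the log2 scale, and 28 of these shifts had an edgeR adjusted p-value under 0.05. In water-injected tlr5a morphants 78 genes were shifted in that way, by a median of 1.56, and 54 shifts had an edgeR adjusted p-value under 0.05.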

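The 48 Pam3CSK4-specific genes had a median log2 fold-change of 1.30 in their wild-type direction in wild-type embryos and of -0.33 in tlr2 morphants. All 48 changed less in tlr2 morphants and 35 took the opposite sign. In wild-type embryos 40 of them passed the threshold, in tlr2 morphants 0 passed it in the same direction and 6 in the opposite direction. The interaction had an edgeR adjusted p-value under 0.05 for 14 of the genes, and 39 were larger in wild-type embryos at an unadjusted p-value under 0.05. The 42 flagellin-specific genes had a median of 1.23 in wild-type embryos and 0.09 in tlr5a morphants. All 42 changed less in tlr5a morphants and 16 took the opposite sign. The threshold was passed by 33 genes in wild-type embryos, by 0 in tlr5a morphants in the same direction and by 2 in the opposite direction. The interaction had an edgeR adjusted p-value under 0.05 for 10 genes, and 33 were larger in wild-type embryos at an unadjusted p-value under 0.05. In water-injected morphants 45 of the 48 genes and 36 of the 42 were already shifted in the direction of the wild-type response, by medians of 1.10 and 0.57 on the log2 scale.

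**Figure D2:**
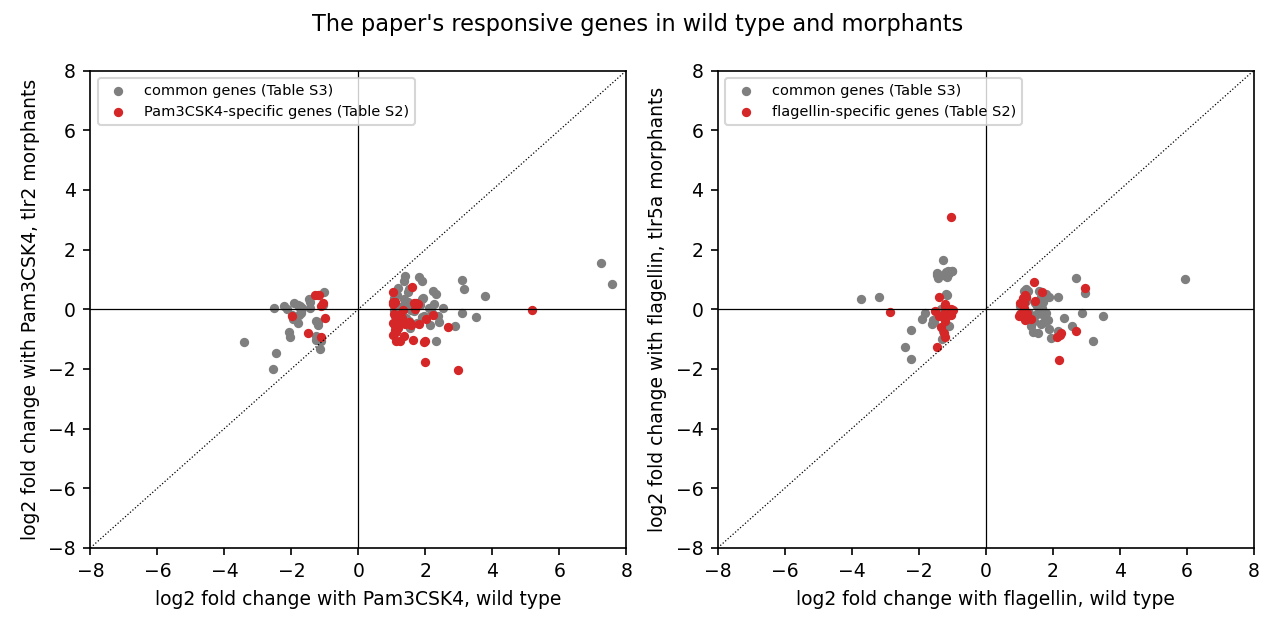
Log2 fold-change of the ligand over water in wild-type embryos (horizontal axis) and in morphants (vertical axis), with 1 point per gene, for Pam3CSK4 with tlr2 knockdown and for flagellin with tlr5a knockdown. The 80 common genes are in grey and the 48 or 42 specific genes in red, the dotted diagonal marks equal change, and the medians of the specific genes in morphants are -0.33 and 0.09 on the wild-type direction.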

Overall, these results confirm the specificity of both morpholinos and show that zebrafish *tlr2* and *tlr5a* are key mediators of the transcriptomic response triggered by injection of Pam3CSK4 and flagellin respectively.

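Over all genes, the response to Pam3CSK4 differed between wild-type embryos and tlr2 morphants for 104 of 25495 genes at an edgeR adjusted p-value under 0.05, with 85 higher and 19 lower in wild-type embryos. The response to flagellin differed between wild-type embryos and tlr5a morphants for 91 of 25348 genes, with 56 higher and 35 lower. The replicate block (paired libraries) gave 128 and 70 genes. Same-numbered libraries of the tlr5a morphants correlated with a mean of -0.20 against 0.10 for others, and those of the tlr2 morphants with 0.07 against -0.03. With DESeq2 the numbers were 214 and 224.

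For il1b the log2 fold-change in morphants was -0.22 with Pam3CSK4 (standard error 0.32) and -0.17 with flagellin (standard error 0.18). The interaction was 2.16 for tlr2 knockdown (edgeR adjusted p = 0.032) and 1.85 for tlr5a knockdown (edgeR adjusted p = 0.011). After water, il1b stood at 4.05 ± 0.748 CPM in tlr2 morphants (SD, n = 3) and 7.77 ± 0.395 in tlr5a morphants, a log2 difference from wild-type embryos after water of 0.98 (edgeR adjusted p = 0.12) and 1.92 (edgeR adjusted p = 0.0017). After the ligand it stood at 3.45 ± 0.453 CPM in tlr2 morphants and 6.89 ± 1.31 in tlr5a morphants. The response of egr3 to Pam3CSK4 in tlr2 morphants was -2.04 (standard error 0.51, edgeR adjusted p = 0.14) with an interaction of 5.01 (edgeR adjusted p = 0.001), and its level after water was 1.94 above that of wild-type embryos on the log2 scale. The interaction for tlr2 knockdown was 3.46 for fos, 3.38 for junba and 2.18 for cebpb (edgeR adjusted p = 0.001, 0.00099 and 0.0019). It was 1.18 for irg1l, 3.35 for tnfb and 2.63 for irak3 (edgeR adjusted p = 0.23, 0.17 and 0.39). For tlr5a knockdown the interaction of irg1l was 1.29 (edgeR adjusted p = 0.0039), while that of fos was 0.92 (edgeR adjusted p = 0.27) and that of junba 0.84 (edgeR adjusted p = 0.34). It was 2.43 for tnfb and 3.02 for irak3 (edgeR adjusted p = 0.32 and 0.16). After water, fos was higher than in wild-type embryos by 3.33 in tlr2 morphants and 3.45 in tlr5a morphants on the log2 scale, junba by 2.52 and 3.13, cebpb by 1.82 and 2.39, and irg1l by 2.88 and 2.20. The first and second tlr2 morphant libraries after Pam3CSK4 were the only morphant libraries of prefix B. The tlr5a morphant libraries were all of prefix C, whereas the wild-type groups were mixed.

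From the loss of these responses, the paper concludes that both morpholinos are specific and that tlr2 and tlr5a mediate the responses to Pam3CSK4 and flagellin. The paper also measured il1b by qPCR with a control morpholino, which was not sequenced. In that qPCR the control embryos raised il1b with each ligand, and tlr2 morphants still raised it with flagellin.

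**Figure D3:**
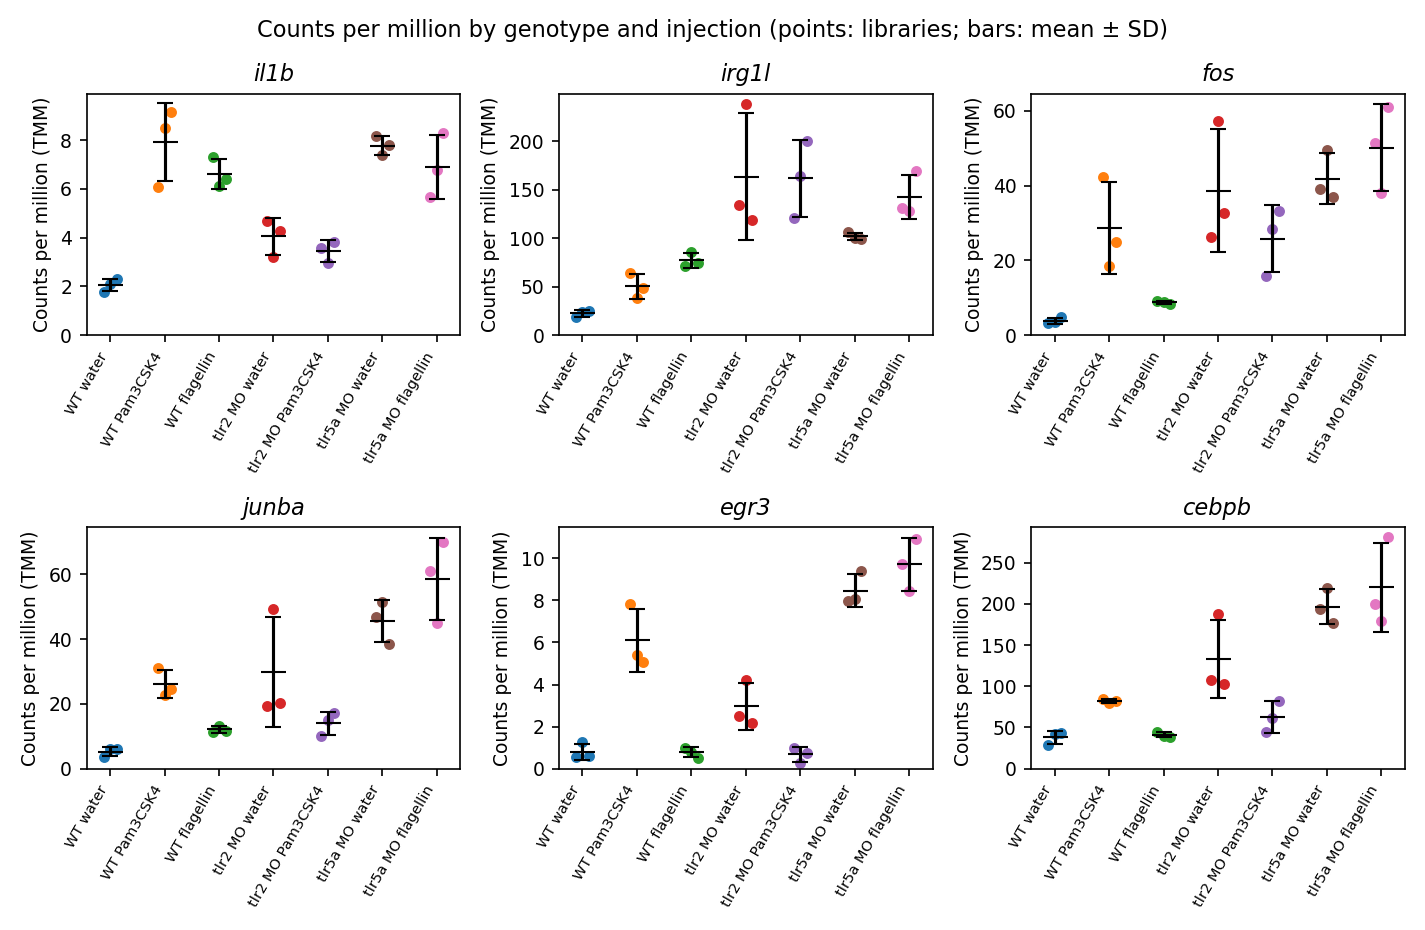
CPM of il1b, irg1l, fos, junba, egr3 and cebpb in the 7 groups, with 1 point per library and bars for the mean ± SD of 3 libraries. In wild-type embryos egr3 and cebpb are higher after Pam3CSK4 only, and in water-injected morphants the 6 genes have higher means than in water-injected wild-type embryos.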

**Fig. 5:**
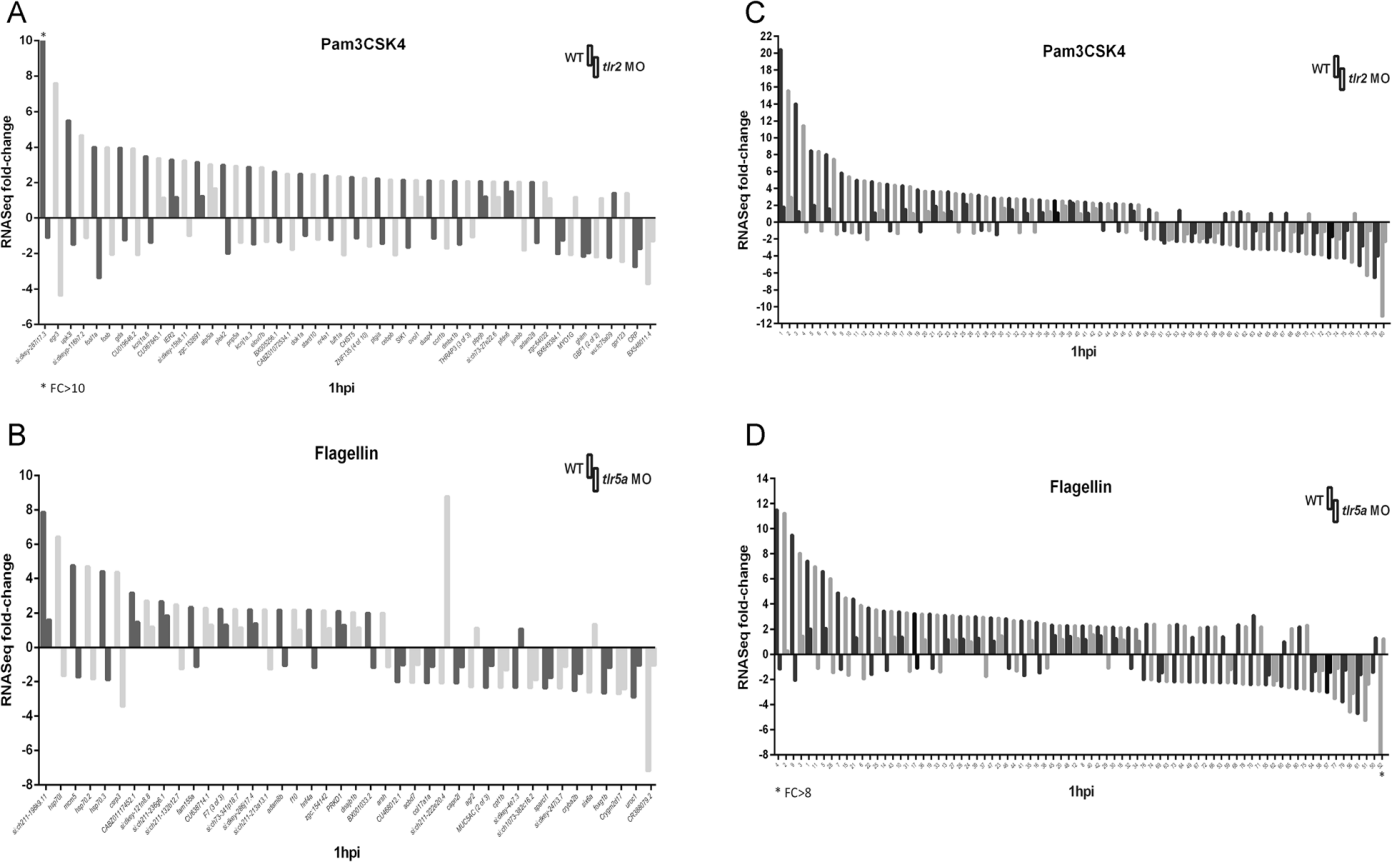
Effects on *tlr2* and *tlr5* knockdown on the expression of Pam3CSK4 and Flagellin responsive genes **a**, based on RNAseq data, all the 48 Pam3CSK4 specific fold-changes are inhibited or down-regulated in *tlr2* morphants (*tlr2* MO) upon this PAMP stimulation. **b**, based on RNAseq data, all the 42 flagellin specific fold-changes are inhibited or down-regulated in *tlr5a* morphants (*tlr5a* MO) upon this PAMP stimulation. **c**, **d**, all the 80 common fold-changes are inhibited or down-regulated in *tlr*2 and *tlr*5a morphants. FC, fold-change. Panel **a**, **b**, **c**, **d**: for the quantitative data and accession numbers of the shown genes (or numbers) we refer to Additional file 7: Table S2 and Additional file 6: Table S3

## Discussion and Conclusion

The signaling pathways underlying recognition of PAMPs have been studied intensively and this has led to a broad understanding of key regulators of innate immunity based on studies of cell cultures and the use of knockout rodent mutants. The new possibilities for analysis of transcriptomes using RNA deep sequencing make it highly attractive to analyze the responses of an entire test animal model at the system biology level. In this manuscript we have chosen the zebrafish embryo model for such an approach and have included functional analysis of Tlr5 and Tlr2 in the response towards two well-known PAMPs, flagellin and Pam3CSK4.

The results show that there is a relatively limited overlap between the transcriptome responses towards flagellin and Pam3CSK4 (Fig. 3b). 

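Across all genes tested with both ligands, the log2 fold-changes with Pam3CSK4 and with flagellin had a Pearson correlation of 0.74, and across the genes past the threshold for either ligand of 0.83. These correlations are across genes, which are not independent replicates, and both sets of changes were computed against the same water libraries.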

The overlap includes well known downstream immune mediators that were previously shown to be induced by flagellin [41] such as *il1b*, *tnfa*, *irak3, mmp9, cxcl-c1c* and *il8*. In contrast, *il6* and *il10*, that are associated with an anti-inflammatory response, were induced much stronger by Pam3CSK4 than by flagellin. 

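For mmp9 (ENSDARG00000042816, chromosome 8) CPM were 21.6 ± 2.79 after water (SD, n = 3), 70.1 ± 42.4 after Pam3CSK4 and 62.8 ± 8.27 after flagellin. The log2 fold-change was 1.69 with Pam3CSK4 (standard error 0.34, edgeR adjusted p = 0.052) and 1.54 with flagellin (standard error 0.13, edgeR adjusted p = 0.0003). For cxcl-c1c (ENSDARG00000075045, chromosome 1) CPM were 2.20 ± 0.804 after water (SD, n = 3), 9.23 ± 5.55 after Pam3CSK4 and 5.60 ± 1.15 after flagellin, with log2 fold-changes of 2.05 (edgeR adjusted p = 0.069) and 1.35 (edgeR adjusted p = 0.089). The counts of tnfa (ENSDARG00000009511, chromosome 19) were 0, 0 and 5 after water, 3, 4 and 15 after Pam3CSK4 and 3, 5 and 4 after flagellin. Its log2 fold-change was 1.55 (standard error 1.16, edgeR adjusted p = 0.62) and 1.59 (standard error 1.16, edgeR adjusted p = 0.56), so a change was not detectable at this depth. The gene il8 was not analysed here.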

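The counts of il10 (ENSDARG00000078147, chromosome 11) were 0 in each water library, 3, 0 and 11 after Pam3CSK4 and 1, 1 and 2 after flagellin. With Pam3CSK4 its log2 fold-change was 4.83 (standard error 1.93, edgeR adjusted p = 0.35). With flagellin it had fewer than 10 counts in total and was not tested against water. The direct difference between Pam3CSK4 and flagellin was 0.77 on the log2 scale (standard error 0.96, edgeR adjusted p = 0.78), so a difference between the ligands was not detectable at this depth. The gene il6 was not analysed here.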

A relatively much larger group of genes showed a differential response to flagellin or Pam3CSK4, including a group of genes of which the transcription is specific for activation by one of the two treatments (Fig. 4).

GO terms analysis of the genes specifically regulated by these two PAMPs show that there is an enriched category of transcription factors in the Pam3CSK4-specific group, of which most of genes are up-regulated and only one is down-regulated. Additionally, a less enriched category of immune response genes is found in this group as well, which include a down-regulated CRP (C-reactive protein). 

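For CRP (ENSDARG00000045089, chromosome 13) CPM were 7.46 ± 1.01 after water (SD, n = 3), 2.72 ± 0.883 after Pam3CSK4 and 5.94 ± 1.35 after flagellin. The log2 fold-change was -1.50 with Pam3CSK4 (standard error 0.33, edgeR adjusted p = 0.078) and -0.32 with flagellin (standard error 0.24, edgeR adjusted p = 0.57). The direct difference between Pam3CSK4 and flagellin was -1.26 (standard error 0.29, edgeR adjusted p = 0.03).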

For the flagellin-specific group of genes, there are only five genes under the GO-term regulation of transcription of which two are down-regulated. Many of the genes specifically induced by Pam3CSK4 have also been shown to be strongly regulated by infection in the zebrafish embryo system [51] and therefore we would like to further study this group of genes in more detail in future research.

For functional analysis of the transcriptome response towards flagellin and Pam3CSK4 we used morpholinos that were selected on basis of their blocking effect on downstream signaling using qPCR and subsequently confirmed by RNAseq analysis. Surprisingly for *tlr5* we found that a morpholino against each of the two copies of this gene, *tlr5a* and *tlr5b* had an effect on downstream signaling, with the *tlr5a* morpholino giving a complete block of induction of *il1b* by injection with flagellin and a partial effect of the *tlr5b* morpholino. These data suggests that these two *tlr5* copies function in concert, perhaps by forming heterodimers.

An important question that comes from our work is how to explain the difference in gene sets that are regulated in response to Pam3CSK4 and flagellin? (Fig. 6) Since our detection system seems sufficiently sensitive to detect even minor effects on gene transcription, a limitation in dosing is not a likely explanation for this difference, so instead we think of another two possible alternative explanations. In the first place we could speculate that there are specific downstream signaling partners for Tlr2 and Tlr5. However, such partners have not yet been indicated by previous studies, in contrast, there are evidences that all known direct binding partners are common for both Tlr5 and Tlr2 proteins: including the adaptor proteins Myd88, and Tirap (Mal) that have been implicated in signaling of both proteins [52]. Furthermore, the functions of these genes in the direct recognition of TLR2 and TLR5 ligands have not been tested yet in whole animal models. Mutants for Tirap have not been described yet in zebrafish making the specific function of this gene currently difficult to investigate. Another possible explanation is that the differential response of zebrafish embryos to these two PAMPs is the result of an additive effect of the recognition by different cell types. In this case, the common group of activated downstream genes might be encoded by the response of common immune cells which have a full repertoire of Tlr receptors whereas the specific response might be the result of a distinct transcriptional response of specialized cells that do not encode all Tlr receptors. The detailed study of these transcription factors will provide valuable information on the specific immune transcriptional signatures elicited by different pathogens. For this purpose the genetic tractability of the zebrafish system will allow the generation of new reporter lines that will contribute to the understanding of how these responses modulate the innate immune system. In addition, such reporter lines will be of general interest since Pam3CSK4 and flagellin signaling pathways are broadly used to study the Tlrs function in inflammatory microbial infection. Furthermore, this signaling pathway is also relevant for studies of atherosclerosis and autoimmune diseases processes [53, 54]. Therefore the used systemic approach can be highly useful for future studies of a broad spectrum of immune-related diseases.

**Fig. 6:**
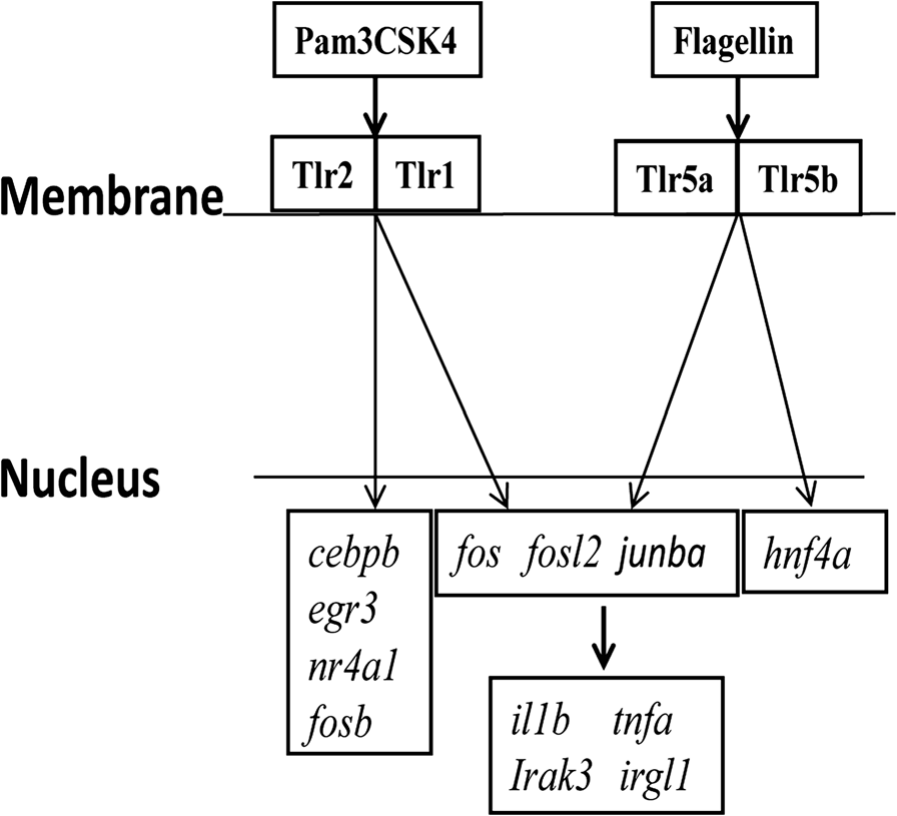
Specific and common responses to Tlr2 and Tlr5 ligands. The whole organism transcriptome response of zebrafish embryos to treatment with the Tlr2 ligand Pam3CSK4 or the Tlr5 ligand flagellin results in the induction of specific and common transcription factor genes as indicated in the figure. The common transcription factor genes (in cooperation with other non-inducible factors, e.g. of the NF-κB family), likely function upstream of the effector genes commonly induced by Pam3CSK4 and flagellin. The transcription factor genes induced by only one of the two ligands are likely to contribute to further specificity in the transcriptional responses of downstream effector genes

## Additional files

Additional file 1: Table S1. List of morpholinos and primers. Additional file 2: Table S4. 

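The table that follows gives the sequencing yield of each wild-type library in clusters and in reads that could be mapped. For each of these libraries, the sum of the deposited counts over all genes equals the number of mappable reads in this table. The flagellin libraries are numbered differently in the sample labels, whose flagellin replicates 1, 2 and 3 correspond to flagellin samples 2, 3 and 1 of the paper.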

List of mclusters and mappable reads for Pam3CSK4, flagellin and control RNASeq-library. Additional file 3: Figure S1. Change trend of the number of DEGs according to different fold-change and *p-value.*
Additional file 4: Table S5. 

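The columns of this table are the raw and the scaled reads of each library, the ratio of the scaled group means (written as a negative inverse for down-regulated genes), and the p-value with its adjusted value from DESeq as run by the authors.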

List of responsive genes to Pam3CSK4 without any selection criteria. Additional file 5: Table S6. List of responsive genes to flagellin without any selection criteria. Additional file 6: Table S3. 

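In this table a positive fold-change is the ratio of the ligand to water and a negative one is the inverse ratio of a down-regulated gene. Each of the wild-type and morphant columns compares the ligand with the water injection in embryos of the same kind, so a level that is already shifted after water in morphants lowers the fold-change without a lower level after the ligand.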

Fold-change and *p*-value of 80 genes responsive to both Pam3CSK4 and flagellin in WT and *tlr2*- and *tlr5a*-morphants. Additional file 7: Table S2. Fold-change and *p*-value of 48 Pam3CSK4- and 42 flagellin-responsive genes in WT and *tlr* morphants.

# Supplementary material for: Common and specific downstream signaling targets controlled by Tlr2 and Tlr5 innate immune signaling in zebrafish
**Source:** BMC Genomics. 2015 Jul 25;16(1):547. doi: 10.1186/s12864-015-1740-9
**Supplement:** Additional file 1: Table S1. — List of morpholinos and primers.

**Supplemental table I**

**List of morpholinos and primers**

| **Name** | **Sequences** |
| --- | --- |
| *tlr2* mo  Sc mo  *ppial*  *il1b*  *tnfa*  *il6*  *il8*  *il10* | 5'- AGTCATTGTTCCTACGAGTCTCATC-3'  5'-CCTCTTACCTCAGTTACAATTTATA-3‘  FW: 5'-ACACTGAAACACGGAGGCAAAG-3‘  RV: 5'-CATCCACAACCTTCCCGAACAC-3‘  FW: 5'-GAACAGAATGAAGCACATCAAACC-3‘  RV: 5'-ACGGCACTGAATCCACCAC-3'  FW: 5'-AGACCTTAGACTGGAGAGATGAC-3'  RV: 5'-CAAAGACACCTGGCTGTAGAC-3‘  FW: 5'-TCAACTTCTCCAGCGTGATG-3'  RV: 5'-TCTTTCCCTCTTTTCCTCCTG-3'  FW: 5'-TGTGTTATTGTTTTCCTGGCATTTC3'  RV: 5'-GCGACAGCGTGGATCTACAG-3‘  FW: 5'-GGAGACCATTCTGCCAACAGC-3'  RV: 5'-TCTTGCATTTCACCATATCCCG-3' |

# Supplementary material for: Common and specific downstream signaling targets controlled by Tlr2 and Tlr5 innate immune signaling in zebrafish
**Source:** BMC Genomics. 2015 Jul 25;16(1):547. doi: 10.1186/s12864-015-1740-9
**Supplement:** Additional file 2: Table S4. — List of mclusters and mappable reads for Pam3CSK4, flagellin and control RNASeq-library.

Supplemental table IV

|  |  | Sample1 | Sample2 | Sample3 |
| --- | --- | --- | --- | --- |
| Pam3CSK4 | Mappable reads | 7,991,601 | 7,167,382 | 28,575,686 |
|  | Mclusters | 12,040,507 | 9,959,743 | 38,992,807 |
| Flagellin | Mappable reads | 7,448,933 | 9,718,846 | 7,456,109 |
|  | Mclusters | 11.496.574 | 12,571,938 | 9,552,331 |
| Control | Mappable reads | 12,739,496 | 7,240,312 | 11,715,180 |
|  | Mclusters | 18,893,522 | 9,309,796 | 15,303,450 |

# Supplementary material for: Common and specific downstream signaling targets controlled by Tlr2 and Tlr5 innate immune signaling in zebrafish
**Source:** BMC Genomics. 2015 Jul 25;16(1):547. doi: 10.1186/s12864-015-1740-9
**Supplement:** Additional file 6: Table S3. — Fold-change and p-value of 80 genes responsive to both Pam3CSK4 and flagellin in WT and tlr2- and tlr5a-morphants.

**Supplemental table III**

**Fold-change and p-value of 80 common responsive genes in WT and tlr2- and tlr5a- morphants**

# Supplementary material for: Common and specific downstream signaling targets controlled by Tlr2 and Tlr5 innate immune signaling in zebrafish
**Source:** BMC Genomics. 2015 Jul 25;16(1):547. doi: 10.1186/s12864-015-1740-9
**Supplement:** Additional file 7: Table S2. — Fold-change and p-value of 48 Pam3CSK4- and 42 flagellin-responsive genes in WT and tlr morphants.

**Supplemental table II**

**Fold-change and *p*-value of 48 Pam3CSK4- and 42 flagellin-responsive genes in WT and *tlr* morphants**

How the deposited data were processed for this re-analysis (not part of the article)

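The data consist of 21 RNAseq libraries in 7 groups of 3, made from pools of zebrafish embryos at 1 hpi. Wild-type embryos had been injected with water, Pam3CSK4 or flagellin, tlr2 morphants with water or Pam3CSK4, and tlr5a morphants with water or flagellin. The authors aligned reads of 50 nucleotides to the Zv9 genome with Bowtie2 in the GeneTiles pipeline and deposited the raw count of reads on each Ensembl gene, without normalization. The line with a scale factor at the end of each deposited table was left out. The rule by which the authors counted reads that map to several genes is not named in the paper's text. The total counts per library ranged from 3647501 to 28575686, with a median of 10123456. The gene with the most reads took between 1.2% and 2.39% of a library. The reads carry no molecular identifiers, so counting error alone is covered by the model's sampling term, and variation between pools of embryos is covered by the 3 libraries per group.

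Samples were grouped by genotype, morpholino and injection as the labels give them. Genes with at least 10 counts in total over the libraries compared were tested. Counts were normalized with TMM factors and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with limma 3.58.1, and p-values were adjusted by the method of Benjamini and Hochberg. Each ligand was compared with water in embryos of the same kind, Pam3CSK4 with flagellin in wild-type embryos, and each kind of morphant with wild-type embryos after water. The interaction of ligand and knockdown was the difference between the response in wild-type embryos and in morphants. These were 9 comparisons. Standard errors of log2 fold-changes were derived from the F statistic of the test. CPM are counts scaled to the TMM-normalized library size, given with the SD of 3 libraries. DEGs were called at a p-value under 0.01 and a change of at least 2-fold, as in the paper, or at an adjusted p-value under 0.01. Common DEGs passed for both ligands in the same direction. Specific genes passed for 1 ligand and had a p-value above 0.05 and a change of less than 1.4-fold with the other. Genes still responding in morphants were counted in the wild-type direction of the paper's lists. Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

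The genes named in the text were taken from the paper's results and discussion, without il6, il8 and the adaptors Myd88 and Tirap. For each comparison of a ligand with water up to 3 genes in each direction were added. The transcription genes of the paper's specific sets, found by their GO terms, are named as well. The 3 genes per direction had the largest change among genes with an adjusted p-value under 0.05, a mean of at least 10 counts per library and every treated library beyond every control library. Apart from the naming of the transcription genes, this rule, the comparisons and most alternatives were set before the data were examined.

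The fits were tested on simulated data, with counts drawn from the means and dispersions of the wild-type water and Pam3CSK4 libraries and 200 genes changed by 2 on the log2 scale. Of the simulated genes, 24255 passed the count limit and were tested. With edgeR 96.5% of the changed genes passed the p-value and fold-change thresholds and 85.5% the adjusted p-value, with 128 and 4 false calls. With DESeq2 1.42.0 the shares were 95.5% and 85%, with 100 and 8 false calls. The changed genes were drawn only from genes with higher mean counts than the count limit requires. Each gene had the same dispersion in all libraries, and neither a batch nor a noisier library was simulated. The shares therefore do not apply to genes with few reads or to changes near 2-fold.

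The alternatives were DESeq2 with its size factors, size factors by relative log expression in edgeR, no filter on low counts, the filter of edgeR's filterByExpr function, all 21 libraries in a single fit, the replicate number as a block, the library batch as a covariate, libraries thinned to equal depth, and each library left out in turn. For the specific genes, an adjusted p-value under 0.05 between the ligands also replaced the filter on the other ligand. The pairing behind the replicate block comes from the replicate numbers in the sample labels alone, which neither the labels nor the paper describe as matched. The library batch was read from the prefix of the library names. A block by the paper's own sample numbers was added after seeing the data, because the flagellin libraries are numbered differently in the labels and in the paper. Leaving out a library leaves 2 against 3, and the splits of the same libraries into other groups kept 1 library of each number in each group.

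Transcription genes were counted from the GO terms in the deposited tables. A test of enrichment is not reported, because fewer than 80% of the genes had a term. The genes il6 and il8 were not analysed here. Paralogs that share reads were not separated, and gene length and GC content were not corrected, since every comparison is within a gene. The qPCR measurements of the paper were not used here.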

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

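The tests of the levels after water and after the ligand in morphants, and of single genes for these levels, were chosen after the result was seen, and the other tests in this part were set before their results were seen.

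The response to Pam3CSK4 differed between wild-type embryos and tlr2 morphants for 104 genes, and the response to flagellin differed between wild-type embryos and tlr5a morphants for 91 genes, by the interaction test of edgeR at an adjusted p-value under 0.05. These are listed because 2 groups of embryos differed in the same contrast. The libraries were also regrouped by exchanging ligand and water within same-numbered pairs. Of the 32 such splits, 2 gave at least 104 genes for tlr2 knockdown and 3 gave at least 91 genes for tlr5a knockdown, the real grouping included. The largest other counts, 397 and 345, came from exchanging ligand and water in all 3 pairs of morphants, which turns the subtraction of the morphant response into an addition. The second split above 91 genes, with 295, exchanged the labels in 2 of the 3 pairs of tlr5a morphants. These splits left the wild-type libraries in their real groups and so still held the wild-type response. The splits that mixed the wild-type libraries gave at most 1 gene for tlr2 and 3 genes for tlr5a knockdown, where the real groups had 2185 and 2393 genes at an unadjusted p-value under 0.05. With the wild-type groups kept and the labels of 1 or 2 morphant pairs exchanged, 15 to 89 genes remained for tlr2 knockdown and 36 to 295 for tlr5a knockdown. The splits therefore show that the counts rest on the wild-type response, and they do not measure the part of the morphants. The library batch was not balanced over these groups, and with the batch as a covariate 65 genes remained for tlr2 knockdown and 73 for tlr5a knockdown. Depth also differed, since the tlr2 morphant libraries after Pam3CSK4 held 3647501 to 8590556 counts, the smallest of all groups, but with all libraries thinned to equal depth the interactions gave 107 and 93 genes.

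The smaller response in morphants was tested against the choice of genes by a threshold in the same wild-type libraries. Genes were chosen without 1 wild-type pair and their change was read in the pair left out. The smallest of the 9 median log2 changes was 0.84 for Pam3CSK4 and 0.99 for flagellin. In the morphants the same genes had medians of 0.05 to 0.17 and 0.05 to 0.21, below the held-out pair in 9 of 9 cases for each ligand. The choice of genes therefore did not account for the smaller change. A raised level after water was the other explanation. For the 88 genes of the paper's lists raised by Pam3CSK4 and the 72 raised by flagellin, ligand-injected morphants stood at a median log2 ratio of -0.38 (tlr2) and -0.31 (tlr5a) to ligand-injected wild-type embryos. Against water-injected wild-type embryos they stood at 1.13 and 1.16, with 84 of 88 and 68 of 72 genes above. These medians are over all raised genes, and the genes were not alike. The raised flagellin-specific genes had a median shift after water of 0.43 against a wild-type response of 1.18 on the log2 scale. The shift was closer to the response, or above it, in the other raised sets, with 1.14 against 1.34 for Pam3CSK4-specific genes, 1.60 against 1.83 for common genes with Pam3CSK4 and 1.87 against 1.64 for common genes with flagellin. In tlr5a morphants hnf4a stood at 12.0 CPM after water and 10.1 after flagellin, against 19.5 in wild-type embryos after flagellin. In tlr2 morphants egr3 stood at 2.96 CPM after water and 0.677 after Pam3CSK4, against 6.10 in wild-type embryos after Pam3CSK4. For hnf4a and egr3 a raised level after water did not alone account for the smaller response. A lost response may account for hnf4a, whose interaction had an edgeR adjusted p of 0.052. In tlr2 morphants egr3 changed by -2.04 with Pam3CSK4 on the log2 scale (standard error 0.51, edgeR adjusted p = 0.14). A lost response alone would leave egr3 unchanged. The fall began from a level 1.94 above that of water-injected wild-type embryos on the log2 scale (edgeR adjusted p = 0.061). It ended near the 0.803 CPM of wild-type embryos after water, with 5, 1 and 6 counts. The raised level after water thus adds to the interaction of egr3. Some other named genes stood near or above wild-type embryos after the ligand. In tlr5a morphants il1b stood at 6.89 CPM against 6.61, and in tlr2 morphants irg1l stood at 162 against 50.3. Over all raised genes, with medians of -0.38 and -0.31, the share of each explanation was not determined.

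After water, tlr2 morphants differed from wild-type embryos in 1132 genes (685 up, 447 down) and tlr5a morphants in 1401 genes (692 up, 709 down) at an adjusted p-value of edgeR under 0.05. The paper does not report this comparison, which is why both are listed here. In each case 1 of the 4 splits that part all same-numbered libraries gave as many genes, the real one, and the others gave 0. At an unadjusted p-value under 0.05 the real groups gave 5053 and 5047 genes. With 4 splits the share cannot fall below 0.25. The replicate block (paired libraries) gave 919 and 1156 genes, and same-numbered libraries correlated with a mean of 0.01 against -0.01 for others. Genes raised by the ligands were among those already higher in the morphants, with a median of 1.40 in tlr2 and 1.56 in tlr5a morphants on the log2 scale. Without the first water library, and likewise with the library batch as a covariate, the medians were 1.18 and 1.25, so that library or the batch accounted for at most part of the difference. These are in effect the same comparison, as the first water library was the only one outside the batch of the morphant water libraries. Genes can also look raised because they were chosen for being low in the same wild-type water libraries. When genes were chosen without 1 water library and compared with that library, 74.2% of the difference remained for tlr2 (0.72 against 0.97) and 66.9% for tlr5a (0.58 against 0.87). Part of the difference may therefore come from the choice of genes. The part that remained, 0.57 to 0.86 in tlr2 and 0.49 to 0.65 in tlr5a morphants over the 3 water libraries, was read in libraries that had no part in the choice. It cannot be told apart from an effect of injecting a morpholino of any sequence, which no group of these libraries controls for.

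In tlr2 morphants 174 genes passed a p-value under 0.01 and 2-fold change with Pam3CSK4 (73 up, 101 down), and in tlr5a morphants 136 genes passed with flagellin (65 up, 71 down). They are listed because the paper reports the responses of morphants for its own gene lists only. The real grouping was the 1 of 4 splits with as many genes in both cases, while other splits gave up to 109 and 108 genes. With 4 splits the share cannot fall below 0.25, so the splits do not decide whether the counts arose without an effect of the ligand. Adjusted p-values of edgeR under 0.05 were found for 16 and 6 genes with the real groups and for 0 with each other split, where the real groups had 2593 and 1557 genes at an unadjusted p-value under 0.05. The replicate block (paired libraries) gave 195 and 115 genes. The mean correlation of same-numbered libraries was 0.07 and -0.20, against -0.03 and 0.10 for others. Without replicate 2 of the tlr2 morphants after water 366 genes passed, and 62 against 2 had an edgeR adjusted p-value under 0.01. Without replicate 3 of the tlr5a morphants after flagellin 226 genes passed, and 149 against 3 had such a p-value. The other fits that left out 1 library gave 0 to 4 such genes in tlr2 and 0 in tlr5a morphants. The small numbers at an adjusted p-value therefore depended on single libraries. Among the genes up-regulated in tlr2 morphants were si:dkeyp-87e3.1 with a log2 fold-change of 4.30 (adjusted p = 0.0095 from edgeR), ENSDARG00000057884 with 3.05 (adjusted p = 0.031 from edgeR) and ENSDARG00000093349 with 2.54 (adjusted p = 0.037 from edgeR), each higher in 3 of 3 libraries. In wild-type embryos Pam3CSK4 raised the same genes by 2.84, 2.50 and 2.18 on the log2 scale (adjusted p = 0.009, 0.0021 and 0.0067 from edgeR), each higher in 3 of 3 libraries, and the interaction with tlr2 knockdown was -1.46, -0.56 and -0.38 (adjusted p = 0.61, 0.83 and 0.89 from edgeR). A loss of their response in tlr2 morphants was thus not detected. With flagellin in tlr5a morphants they changed by -2.93, -2.62 and -2.03 (adjusted p = 0.13, 0.13 and 0.1 from edgeR). Their interaction with tlr5a knockdown was 6.43, 5.90 and 4.96 (adjusted p = 2.7e-05, 1.4e-05 and 8.1e-06 from edgeR). After water they differed from wild-type embryos by -2.07, -0.74 and -0.61 in tlr2 morphants (adjusted p = 0.051, 0.3 and 0.27 from edgeR). In tlr5a morphants this difference was 1.98, 1.91 and 1.60 (adjusted p = 0.023, 0.0042 and 0.0073 from edgeR). The down-regulated genes were fosl1a with -1.77, CABZ01048956.1 with -1.65 and igfbp1a with -1.24 (adjusted p = 0.031, 0.00028 and 0.031 from edgeR), each lower in 3 of 3 libraries. In wild-type embryos Pam3CSK4 changed them by 1.99, -0.24 and 0.27, and the interaction with tlr2 knockdown had adjusted p of 0.00026, 0.027 and 0.028 from edgeR. After water these genes differed between tlr2 morphants and wild-type embryos by 2.92, 0.49 and 1.05 (adjusted p = 0.0037, 0.13 and 0.0054 from edgeR). The fall of fosl1a and igfbp1a thus began from a raised level. In tlr2 morphants igfbp1a went from 27.0 to 11.5 CPM, against 13.1 in wild-type embryos after water. In tlr5a morphants the genes with the largest changes were ENSDARG00000092578 with 3.08, HEPHL1 (1 of 4) with 2.56, hsc70 with -1.98, atp2a1l with -1.85 and and3 with -1.66 (adjusted p = 0.029, 0.0052, 0.0052, 0.043 and 0.027 from edgeR), each with 3 of 3 libraries beyond all water libraries. In wild-type embryos flagellin changed the same genes by -1.05, -0.32, -0.78, -2.14 and -1.35 (adjusted p = 0.11, 0.41, 0.022, 1.9e-05 and 0.0046 from edgeR). The interaction with tlr5a knockdown was -4.13, -2.88 and 1.21 for the first 3 (adjusted p = 0.00036, 8.5e-05 and 0.032 from edgeR). It was -0.29 for atp2a1l and 0.31 for and3 (adjusted p = 0.73 and 0.74 from edgeR), so a loss of response was not detected in these genes. After water all 5 genes were already lower in tlr5a morphants than in wild-type embryos. The differences were -3.88, -4.50, -1.30, -2.78 and -1.24 (adjusted p = 0.00062, 7.8e-06, 0.00052, 2.1e-05 and 0.0029 from edgeR). In tlr5a morphants HEPHL1 (1 of 4) rose from 1.29 to 7.65 CPM, still below the 29.6 of wild-type embryos after water.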

How the results depend on the processing

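The alternatives in this part were planned, except the block by the paper's sample numbers, which was chosen after seeing the data. Of the counts of genes recomputed under each alternative, 178 stayed within 1.5 times their value and 100 did not. Of the changes of named genes, 697 kept their direction and their side of the threshold, 142 kept the direction and fell short of the threshold, 32 kept the direction and newly passed it, and 24 changed direction. Size factors by relative log expression in place of TMM moved no count beyond 1.5 times. Where a count moved, the cause was not tested.

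With all 21 libraries in a single fit, DEGs rose to 865 for Pam3CSK4 and 604 for flagellin, Pam3CSK4 DEGs at an adjusted p-value under 0.01 to 246, common DEGs to 255, and specific genes to 137 and 64. Genes differing between the ligands fell to 164, the interaction with tlr2 knockdown gave 199, tlr2 morphants after water gave 2653, and 1 of the paper's common genes still responded to Pam3CSK4 in tlr2 morphants. With the library batch as a covariate, Pam3CSK4 gave 3231 DEGs, 1663 at an adjusted p-value under 0.01 and 2095 specific genes. Flagellin gave 467 DEGs, 1416 at an adjusted p-value under 0.01 and 93 specific genes. The interaction with tlr2 knockdown gave 65 genes, and morphants after water differed from wild type in 1921 (tlr2) and 4292 (tlr5a) genes. The direct comparison of Pam3CSK4 with flagellin could not be fitted in this way, because no batch held both. A comparison through the water libraries, which lay in batches B and C, was not run. The interaction with tlr5a knockdown gave 73 genes, although the tlr5a morphant libraries were all of a single batch.

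With DESeq2, DEGs at an adjusted p-value under 0.01 were 318 for Pam3CSK4 and 478 for flagellin, the interactions gave 214 and 224 genes, and tlr2 morphants after water 1897. Without a filter on low counts, DEGs at an adjusted p-value under 0.01 were 114 and 251, and 756 genes differed between the ligands. With filterByExpr, 0 of the paper's common genes still responded to Pam3CSK4 in tlr2 morphants, where 2593 genes of all had an unadjusted p-value under 0.05 in the fit as reported. With libraries thinned to equal depth, Pam3CSK4 gave 101 DEGs at an adjusted p-value under 0.01, 1 of the paper's common genes still responded in tlr2 and 1 in tlr5a morphants, and 1 of its Pam3CSK4-specific genes in tlr2 morphants. The replicate block (paired libraries) gave 696 genes between the ligands in place of 428, and 5 of the paper's common genes still responding in tlr2 morphants in place of 2, with same-numbered libraries correlating at 0.01 and 0.07. The block by the paper's sample numbers (paired libraries) gave 49 genes for the interaction with tlr5a knockdown in place of 91, with same-numbered libraries correlating at 0.01 in wild-type embryos and -0.20 in tlr5a morphants. An adjusted p-value under 0.05 between the ligands in place of the filter gave 59 flagellin-specific genes.

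Leaving out each library in turn gave 209 to 443 DEGs for Pam3CSK4 and 177 to 456 for flagellin, and 5 to 140 and 48 to 1221 at an adjusted p-value under 0.01. Common DEGs ranged from 64 to 149, Pam3CSK4-specific genes from 39 to 82, flagellin-specific genes from 20 to 97, and genes differing between the ligands from 121 to 638. In morphants DEGs ranged from 117 to 366 (tlr2) and from 80 to 227 (tlr5a). Of the paper's common genes, 0 to 8 still responded in tlr2 and 0 to 3 in tlr5a morphants, and of its specific genes 0 to 2 in each. The interactions gave 53 to 127 and 42 to 211 genes, and morphants after water 206 to 1931 (tlr2) and 430 to 4293 (tlr5a). Leaving out the first water library gave the highest counts of flagellin DEGs. The 8 common genes still responding in tlr2 morphants came without replicate 2 of the tlr2 morphants after water. The 211 genes for the interaction with tlr5a knockdown came without replicate 3 of the tlr5a morphants after flagellin.

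The named genes that changed direction had changes close to 0 as reported. With flagellin, cebpb (0.13 as reported) ranged from -0.03 to 0.24 over the fits that left out 1 library, fosb (0.02) from -0.04 to 0.10, fosl1a (0.05) from -0.19 to 0.51, egr3 (0.01) from -0.24 to 0.42, tlr5a (0.18) from -0.01 to 0.44 and tlr5b (0.05) from -0.10 to 0.35. With thinned libraries the values were -0.31 for fosb, -0.03 for egr3 and -0.03 for tlr5b. For egr3 DESeq2 gave -0.01 and the block by the paper's sample numbers (paired libraries, same-numbered correlation 0.01) gave -0.01. With Pam3CSK4, hnf4a (-0.05) ranged from -0.27 to 0.09 and tlr5b (0.16) from 0.00 to 0.46 over the fits that left out 1 library, and the library batch as a covariate gave 0.41 and -0.30. The cause was not tested.

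The planned test of transcription terms against a background of genes with a GO term is not reported, because the share of genes with a term did not reach the limit set for it. The depth of the libraries limits the genes with few reads. The genes tlr2, tlr1, tnfa and il10 had at most 15 counts in any library.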

Differences from the paper's values

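No test in this part was chosen after its result was seen. The alternatives below are those set before the data were examined, and the alternative added later was not compared with the values of the paper.

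For Pam3CSK4 159 genes were down-regulated at a p-value under 0.01 and 2-fold change, against the paper's 95. Of the 14 alternatives, the replicate block (129 genes, paired libraries with a same-numbered correlation of 0.02) and the fits without the first (130), second (116) or last (103) Pam3CSK4 library came within 1.5 times of the paper's value, and the other alternatives did not.

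At an adjusted p-value under 0.01, 65 genes responded to Pam3CSK4, against about 140 in Fig. 3a, read by eye. Without a filter on low counts (114), with libraries thinned to equal depth (101) and without the first water library (140) the count was within 1.5 times of the paper's, and under the others of the 14 alternatives it was not. For flagellin 157 genes passed, against about 360 in Fig. 3a, read by eye. DESeq2 (478) and no filter on low counts (251) were the alternatives within 1.5 times of the paper's count, and the others of the 14 were not.

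The fold-change of il10 with Pam3CSK4 was 28.5, against about 2.7 in Fig. 3c, read by eye. Under the 11 alternatives that gave a value it lay between 13.6 and 41.8, and none of them came within 1.5 times of the paper's value. No reads of il10 were counted in the water libraries, so the counts do not fix the size of this ratio. A difference from the paper's value can therefore not be concluded for il10.

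Of the paper's 80 common genes, 2 still passed the threshold in the wild-type direction with Pam3CSK4 in tlr2 morphants, against the paper's 0 in Table S3. The count was 0 with filterByExpr and without replicate 3 of the tlr2 morphants after water or the first or the second tlr2 morphant library after Pam3CSK4, and above 0 under the others of the 14 alternatives. At an unadjusted p-value under 0.05, 2593 genes of all responded in tlr2 morphants.

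The paper states that flagellin gave more DEGs than Pam3CSK4 at any p-value. At a p-value under 0.01 with 2-fold change Pam3CSK4 gave 351 and flagellin 296 genes, while without the fold-change limit flagellin gave more at each p-value examined in the fit as reported. At an adjusted p-value under 0.01 Pam3CSK4 gave more with all 21 libraries in a single fit (246 against 161) and with the library batch as a covariate (1663 against 1416). The paper states that more genes were up-regulated than down-regulated with both ligands. With flagellin 135 genes were up-regulated and 161 down-regulated, and up-regulated genes were in the majority without the first water library (246 up, 210 down) and with the library batch as a covariate (239 up, 228 down). The paper gives a range of adjusted p-values that correspond to its p-value limit in all experiments, and the largest adjusted values here were 0.225, 0.171, 0.288 and 0.568. The paper states that single libraries always lay within a given percentage of their triplicate. Read as numbers of genes, the first water library lay 13.6% below its triplicate.

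The paper counts tnfa among the genes shared by both ligands. Its log2 fold-changes were 1.55 with Pam3CSK4 (adjusted p = 0.62 from edgeR) and 1.59 with flagellin (adjusted p = 0.56 from edgeR), from 0, 0 and 5 counts after water, 3, 4 and 15 after Pam3CSK4 and 3, 5 and 4 after flagellin. The paper states that il10 was induced more strongly by Pam3CSK4 than by flagellin, and the direct log2 difference was 0.77 (adjusted p = 0.78 from edgeR), from 3, 0 and 11 counts against 1, 1 and 2. The paper describes a down-regulated transcription gene in the Pam3CSK4-specific set and more transcription genes in the flagellin-specific set than the GO terms gave here, which were 8 up-regulated and 0 down-regulated genes in the former and 3 genes in the latter.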

Other observations

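The test of low counts in the first water library and the test of the clone-named genes against rRNA genes were chosen after the result was seen, and the others were not.

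The counts of genes were compared with other splits of the same libraries that part all same-numbered pairs. For the 351 Pam3CSK4 DEGs, the 65 at an adjusted p-value under 0.01, the 296 flagellin DEGs, the 157 at an adjusted p-value under 0.01 and the 428 genes differing between the ligands, 1 of the 4 splits gave as many genes, which was the real grouping. The other splits gave up to 42, 0, 20, 0 and 6 genes, where the real groups had 3117 (Pam3CSK4) and 3559 (flagellin) genes at an unadjusted p-value under 0.05. With 4 splits the share cannot fall below 0.25. For the paper's gene lists, 2 of the 4 splits gave at least the 2 common genes still responding to Pam3CSK4 in tlr2 morphants. The real groups gave 0 common and 0 specific genes in tlr5a morphants and 0 specific genes in tlr2 morphants. All 4 of the 4 splits reach a count of 0 by necessity, so for these lists the splits decide nothing. For the other splits, whose direction is arbitrary, the larger count of both directions was used. At an unadjusted p-value under 0.05, 2593 and 1557 genes of all responded in tlr2 and tlr5a morphants.

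The sets of common and specific genes were compared with splits of the 9 wild-type libraries into 3 groups with 1 library of each number. Of 40 splits, 2 gave at least 106 common genes, the real grouping and another with 123 genes that kept the water libraries together and mixed both ligands, a share of 0.05. Of 80 assignments, 13 gave at least 57 genes specific in the manner of Pam3CSK4 and 15 at least 36 genes specific in the manner of flagellin, the largest with 201 genes. Among these, 3 and 4 used the real groups, in exchanged roles or as they are. The split with 123 common genes still compared ligands with water, so it does not speak against the overlap, and the median of the other splits was 4. For the specific genes the other assignments above the real numbers were of mixed groups, which may still hold part of the ligand effects. The number of specific genes, 13 of 80 and 15 of 80 assignments reaching it, therefore does not set the real groups apart.

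The first water library of wild-type embryos stood apart from the other water libraries in the number of genes with reads. In genes with 5 to 30 expected counts its chi-square per gene against the closest replicate was 7.36, and the median of the other libraries was 1.24. The next largest values, 3.01 and 2.89, were those of the second and the first tlr2 morphant library after Pam3CSK4, the only libraries that shared its prefix and lane. These 3 libraries also had the fewest genes at equal depth, with 21464, 23166 and 22987. This is consistent with fewer distinct molecules in the first water library, with reads copied more often. Across 14093 genes, its deviation from the other water libraries had a Pearson correlation of 0 with the deviation of the 2 tlr2 morphant libraries from the third. Losses of molecules at random would not correlate between libraries even with a shared cause, so the correlation bears only on a bias towards the same genes. The low number of molecules cannot be told apart from an effect of the shared batch and lane. No biological explanation was tested.

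Of the 32 down-regulated genes in the paper's common list, 13 carry names of sequenced clones and varied together. Their mean log2 CPM was 4.48 in wild-type embryos after water, 2.68 after Pam3CSK4 and 3.27 after flagellin. It was 3.79 and 3.49 in tlr2 morphants after water and Pam3CSK4, and 3.37 and 4.32 in tlr5a morphants after water and flagellin. The deviations of these genes from the group means correlated with those of 13 genes of 5.8S rRNA (limits written for this test 0.3 and 0.7) over the 21 libraries (Pearson r = 0.68, permutation p = 0.0006, adjusted p = 0.001; Spearman rho = 0.75, permutation p = 0.001, adjusted p = 0.002, 2 relations computed). Without the 2 libraries farthest from the median r was 0.61. The values before centring were r = 0.62 and rho = 0.56. Carry-over of ribosomal or other repeated RNA is a candidate explanation that these libraries cannot exclude. The spread between replicates was 0.31 of the mean change with the ligands (SD 0.47, change 1.51 on the log2 scale), which a response to the ligands would also give. The decrease of these genes cannot be told apart from a difference in repeated RNA between libraries.

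Most DEGs of 1 ligand only moved the same way with the other ligand, and both were compared with the same water libraries. When genes were chosen without 1 water library and the other ligand was compared with that library, at least 74.1% of the genes chosen for Pam3CSK4 and 72.6% of those chosen for flagellin moved the same way. Over the 3 water libraries the shares were at most 76.8% and 77.3%. The library used for this comparison took no part in choosing the genes, so shared water libraries alone did not account for the agreement. How much they add when all libraries are used was not determined.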
